# Initiation of hepatic stellate cell activation extends into chronic liver disease

**DOI:** 10.1038/s41419-021-04377-1

**Published:** 2021-11-27

**Authors:** Vincent De Smet, Nathalie Eysackers, Vincent Merens, Mina Kazemzadeh Dastjerd, Georg Halder, Stefaan Verhulst, Inge Mannaerts, Leo A. van Grunsven

**Keywords:** Mechanisms of disease, Liver fibrosis

## Abstract

Activated hepatic stellate cells (aHSC) are the main source of extra cellular matrix in liver fibrosis. Activation is classically divided in two phases: initiation and perpetuation. Currently, HSC-based therapeutic candidates largely focus on targeting the aHSCs in the perpetuation phase. However, the importance of HSC initiation during chronic liver disease (CLD) remains unclear. Here, we identified transcriptional programs of initiating and activated HSCs by RNA sequencing, using in vitro and in vivo mouse models of fibrosis. Importantly, we show that both programs are active in HSCs during murine and human CLD. In human cirrhotic livers, scar associated mesenchymal cells employ both transcriptional programs at the single cell level. Our results indicate that the transcriptional programs that drive the initiation of HSCs are still active in humans suffering from CLD. We conclude that molecules involved in the initiation of HSC activation, or in the maintenance of aHSCs can be considered equally important in the search for druggable targets of chronic liver disease.

## Introduction

Chronic liver disease (CLD) relates to a spectrum of pathological states of the liver marked by inflammation, fibrosis and disturbed hepatocyte regeneration. When present over a prolonged period of time this can lead to the development of cirrhosis, liver failure and hepatocellular carcinoma (HCC). Causes of CLD include non-alcoholic fatty liver disease (NAFLD), viral hepatitis and alcohol abuse. To this day, CLD remains a global health issue accounting for an approximate 150.000 deaths each year in Europe associated with a significant economic burden [1–3]. Currently, targeting the underlying etiology is the only therapeutic option for CLD which is not feasible in many cases. Since the progression of fibrosis to cirrhosis in CLD is associated with an increased morbidity and mortality, developing antifibrotic therapies is an important yet unmet strategy for tackling CLD.

Liver fibrosis is marked by a pathological accumulation of extracellular matrix (ECM) proteins which are produced by hepatic stellate cells (HSCs). In a healthy liver, HSCs are quiescent and pericyte-like cells (qHSC), that reside in the space of Disse between parenchymal and endothelial cells. Here, their main function is to store retinyl esters and maintain a healthy ECM balance. During CLD, HSCs can differentiate into an activated, myofibroblast-like state (aHSC) and exert a proliferatory, contractile, fibrogenic, chemotactic and immunomodulatory phenotype [4–6]. Because of their pivotal role in liver fibrosis, removing or suppressing activated HSCs is an attractive strategy to treat CLD. However, no aHSC-targeting drugs that can efficaciously reduce fibrosis are available in the clinic. This is at least partially explained by our incomplete understanding of the HSC activation process and its maintenance.

The generally accepted model of how qHSCs differentiate into aHSCs proposes a two-step process: the first step is *initiation* which involves the priming of HSCs that sensitizes them to cytokines and other extracellular signals. The second step, *perpetuation*, involves the differentiation to their fully activated phenotype including the activation of ECM gene expression. This model implies that once liver fibrosis is established in patients with CLD, potential HSC-targeting therapies need to focus on the perpetuated phenotype since the initiation phase has long passed. Thus, current anti-aHSC therapeutic candidates mainly target characteristics of the aHSCs such as the activities of LOXL2 or TIMP1 [7, 8] which are required for scar tissue maturation. However, whether the initiation phase of HSC activation is still important after the onset of CLD is not known and has been neglected in the pursuit of new therapeutic candidates.

Motivated to identify new strategies to target HSCs, we analyzed the transcriptional programs present during the entire process of HSC activation, from initiation to perpetuation. We found that the transcriptional program in fully aHSC is already induced during HSC initiation and that the earliest transcriptional alterations during initiation extent into all stages of HSC differentiation, from the first liver injury into advanced liver disease in mice and humans. These results emphasize the importance of identifying gene regulator proteins that drive these transcriptional programs during the earliest stages of activation as a means for developing new HSC-targeting anti-fibrotic drugs.

## Materials and methods

### Ethical comments regarding animal usage

All animal experiments were approved by the Animal care and Use Committee of Vrije Universiteit Brussel (permits 14-212-4 and 18-212-1), the institution’s guidelines for the care and use of laboratory animals in research were strictly followed. Before and during experiments, all mice were housed in a controlled environment with free access to chow and water. For the duration of the experiment, animal welfare was followed-up daily and registered in a welfare diary. No randomization or blinding of mouse studies was performed.

### Experimental hepatotoxic liver injury

Male Balb/c mice were subjected to either acute or chronic hepatotoxic liver injury. For acute liver injury, mice aged 10–12 weeks were injected once with carbon tetrachloride (CCl_4_ - Sigma, Saint Louis, USA) and blood and livers collected for further analysis after 24 h (*n* = 5), 72 h (*n* = 4) and 7days (*n* = 5) (i.e., 1 day, 3 days and 7 days). For chronic liver injury, mice aged 8–10 weeks were injected with CCl_4_ on a semi-weekly basis for a total duration of 4 weeks. At three timepoints after this regimen (i.e. 1 day [*n* = 7], 3 days [*n* = 7] and 14 days [*n* = 6]), mice were sacrificed and blood and livers collected for further analysis. All mice were injected intraperitoneally with CCl_4_ diluted in mineral oil at a dosage of 0.5 µL per gram body weight. As control, non-treated (i.e. healthy) mice aging 10–12 weeks were used (*n* = 4). For HSC isolations, livers were perfused, processed and subjected to ultraviolet positivity-based sorting as previously published [9]. Isolated HSCs were immediately collected for RNA analysis without culturing. Liver injury was confirmed by alanine aminotransferase (ALT) measurements on plasma using a SPOTCHEM EZ SP-4430 (A.Menarini Diagnostics, Florence, Italy). Sample sizes were chosen based on RNA Sequencing requirements (2–4 biological repeats) [10]. More biological repeats (*n* = 5–7 total) were included for immunohistochemical analyses. Each repeat represents an individual experiment.

### Immunohistochemistry

Liver tissue was formalin fixed and embedded in paraffin. 5 µm sections were prepared on which either Picrosirius staining, or immunohistochemistry (IHC) was performed. For Picrosirius staining, sections were incubated for 60 min with Sirius Red solution containing Direct Red (Sigma) and Fast Green (Sigma) dissolved in saturated picric acid (Sigma). For IHC, antigen retrieval was performed by heating sections in citrate buffer (Dako, Santa Carla, USA) at 95° followed by peroxidase blocking (0.3% H_2_O_2_ in methanol) and permeabilization (0.05% Tween-20 [Sigma] in PBS). Next, sections were blocked with 2% BSA (Sigma) in PBS and incubated with primary antibody (α-SMA [ab32575] 1/600, Abcam, Cambridge, UK) overnight at 4°. After rinsing, sections were incubated with HRP-2^nd^ antibody conjugate (anti-rabbit, Dako). Peroxidase reactivity was visualized with 3,3’-diaminobenzidine (DAB, Sigma)/H2O2 and counterstained with hematoxylin (Sigma). Positively stained area was quantified using the machine-learning based Orbit Image Analysis software [11].

### Culture of mouse HSCs

Mouse HSCs from healthy male Balb/c mice aged 23–24 weeks were isolated by ultraviolet positivity-based sorting as previously published [12]. After isolation, a fraction of the cells was immediately collected for RNA analysis without culturing. The remainder was sorted directly into collagen coated (Corning, Bedford, USA) 24-well plates containing Dulbecco’s modified Eagle’s medium (DMEM - Lonza, Basel, Switzerland) supplemented with 10% fetal bovine serum (Lonza), 1% Penicillin-Streptomycine (Gibco, Carlsbad, USA) and 1% glutamine (Lonza) at 37 °C in a humidified atmosphere with 5% CO_2_. Culture medium was changed after 3 h and 24 h and cells were collected for RNA analysis after 3 h, 6 h, 12 h, 18 h, 24 h and 96 h. For every timepoint, 3 independent repeats were performed, and every independent repeat represents two technical repeats. During culture, bright-field images were taken with an Axiovert light microscope (Carl Zeiss, Oberkochen, Germany). Sample sizes were chosen based on RNA Sequencing requirements (2–4 biological repeats) [10].

### RNA extraction and sequencing and bioinformatic analysis

Total RNA was extracted from cells using the ReliaPrep RNA Cell Miniprep System (Promega, Madison, USA) according to supplier protocol and quality assessed using Bioanalyzer 6000. Only RNA samples with sufficient RNA quality were chosen. For in vivo samples, single-end sequencing was run on Illumina NextSeq 500 High with read length of 75 bp resulting in, on average, 29 M reads per sample. For in vitro samples, single-end sequencing was run on NovaSeq SP 100x6bp resulting in, on average, 7 M reads per sample. Quality control and trimming was performed using FastQC followed by mapping of the reads to the reference genome (Mus_musculus_GRCm38.p6) using STAR [13]. Assembly of genes and transcripts was performed using python package StringTie [14]. Once raw counts were generated, further analysis was performed in R using DESeq2 package [10].

### Downstream analyses of RNA sequencing

Once raw counts were generated, normalization of counts, determination of differentially expressed genes and principal component analysis (PCA) was performed using DESeq2 package in R environment [10]. Gene ontology (GO) analysis was performed using The Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 [15]. Groups of differentially expressed genes with similar expression profiles were determined using DEGreport package [16]. Gene set enrichment analysis (GSEA) comparing two groups was performed using GSEA software v4.1.0 [17]. Multiple group GSEA was performed using Bubble GUM (GSEA Unlimited Map) [18]. For all GSEA analyses, phenotype permutation was chosen when at least seven samples were represented for each single phenotype, if not the case, gene set permutation type was chosen. Additionally, the false discovery rate (fdr) statistic with a threshold of 0.1 was used to determine whether a certain gene set was significantly enriched. Normalized enrichment score (NES) is shown as second statistic. To assess kinetics of transcriptional activity of gene sets across multiple conditions, Gene Set Variation Analysis (GSVA) was used. GSVA was performed in the R environment using “GSVA” package [19]. The default GSVA method with a Poisson distribution was run on integer values of RNASeq. To determine differential regulation of gene sets across conditions, a linear model was fit to the output GSVA enrichment scores and statistics were calculated by empirical Bayes moderation and false discovery rate adjustment using the limma package [20].

### Transcriptome datasets

Previously published transcriptome datasets were downloaded and imported into Rstudio (Supplementary Table 1). For microarray data, CEL files were read using either oligo [21] or affy [22] packages depending on array type and subjected to Robust Multichip Average (rma) algorithm for data normalization. For bulk RNA sequencing, data was analyzed as described above. For single cell RNA sequencing, all raw cell counts were normalized, scaled and clustered using principal component analysis using Seurat package [23]. Cell populations were identified using the same markers as in the original papers [24, 25]. Single cell signature scores were calculated using Single-Cell Signature Explorer [26].

### Statistical analysis

Where applicable, results are presented as either mean ± SEM or boxplots (median ± min to max values). All statistical analyses were performed in R environment. Normal distribution of datasets was assessed using Shapiro-Wilk normality test. No variance estimation was performed. Depending on data set distribution, following tests were performed: (i) One-way ANOVA with post-hoc Tukey HSD (more than two groups with normal distribution) or (ii) Kruskal–Wallis rank sum test with Dunn multiple comparisons (more than two groups with non-normal distribution). Results were considered significant when *p* < 0.05.

## Results

### Defining the transcriptional programs in HSCs during experimental liver fibrosis

To achieve our goal of mapping transcriptional dynamics during different stages of HSC activation, we first set out to characterize the transcriptional program in fully activated (perpetuated) HSCs seen during peak fibrosis. As liver fibrosis in itself is a process of ECM remodeling, we aimed to define this program by selecting genes that are exclusively intertwined with ECM deposition. Hereto, we hypothesized that any transcriptional program active during fibrosis recovery cannot be directly responsible for ECM deposition and should thus be excluded when defining the perpetuated transcriptional program of HSCs. As such, we induced experimental liver fibrosis in Balb/c mice using CCl_4_ injections for 4 weeks and allowed additional groups of mice to recover for either 3 days or 2 weeks (Fig. 1A). As expected, CCl_4_ treatment resulted in increased ALT levels, collagen deposition and an increase in α-SMA positive cells. Recovery after termination of CCl_4_ was evidenced by reduced ALT levels, collagen deposition and amount of α-SMA positive cells (Fig. 1B, C).

**Fig. 1:**
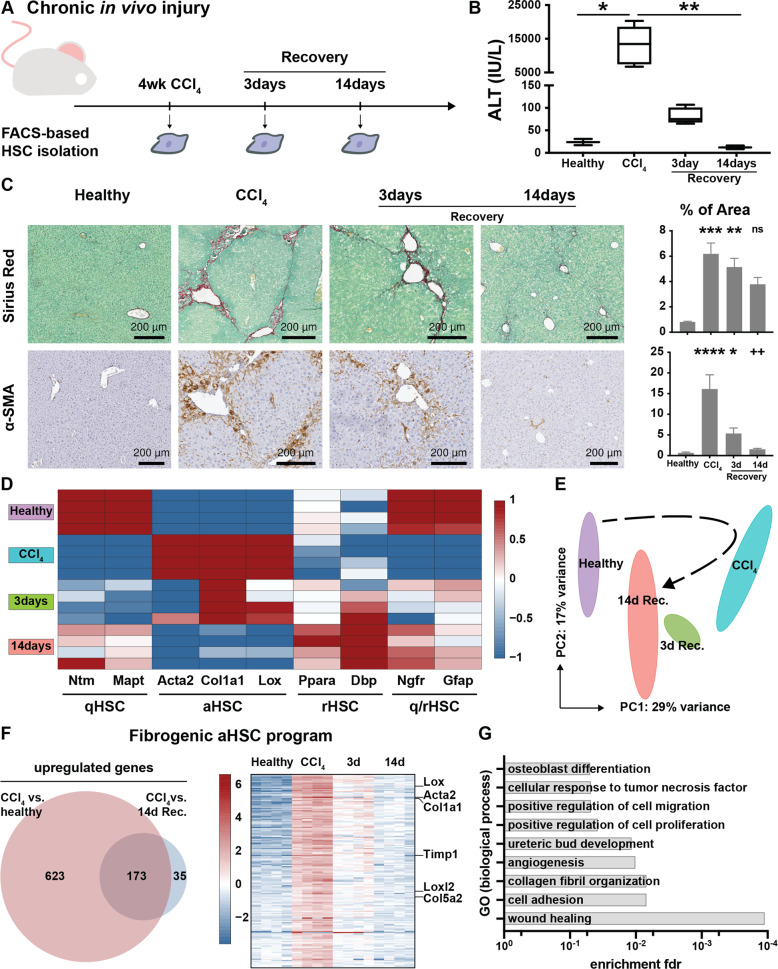
Generation of a fibrogenic aHSC program based on the CCl_4_ model of liver fibrosis and reversal. **A** Mice were injected with CCl_4_ for 4 weeks. HSCs were FACS-isolated at indicated timepoints and their RNA subjected to bulk sequencing. As a control, healthy (non-injected) mice were used. **B** ALT values indicate chronic liver injury and recovery. **C** Sirius red and α-SMA staining show fibrosis development and reversal. Barplots represent quantification of positive area. **D** Expression of phenotype specific genes during fibrosis induction and reversal. **E** Global transcriptional alterations of isolated HSCs by PC analysis. **F** Generation of the fibrogenic aHSC program. Differentially expressed genes in HSCs isolated from CCl_4_ treated mice compared to HSCs isolated from both healthy and recovered mice. Heatmap represents the defined 173 genes pinpointed as peak fibrosis genes. **G** GO analysis (biological process) of the fibrogenic aHSC program. ns *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001.

Next, bulk RNASeq was performed on isolated HSCs. Principal component (PC) analysis showed a clear separation in transcription profiles of HSCs isolated from healthy livers from those isolated from fibrotic livers (healthy vs CCl_4_, Fig. 1E). Differential expression analysis revealed 796 upregulated genes in HSCs from fibrotic mice (4-weeks CCl_4_) compared to HSCs from healthy mice (Supplementary Table 2A). Genes included here constitute core matrisome genes such as collagens (e.g. *Col1a1*) and proteoglycans (e.g. *Vcan*) which are related to ECM deposition. We also noted upregulation of genes related to ECM digestion such as matrix metalloproteinases (e.g. *Mmp3*) and cathepsins (e.g. *Ctss*), indicative of the dynamic aspect of ECM turnover during fibrosis.

Upon recovery, HSC-transcriptional profiles shift back towards a more healthy-like profile as evidenced by PC analysis (3 day and 14 day recovery – Fig. 1E). We found 243 upregulated genes in HSCs from mice that had recovered for 2 weeks when compared to HSCs isolated from fibrotic mice (Supplementary Table 2B). Genes include known quiescent markers *Gfap*, *Ntm* and *Ngfr* as well as genes more specifically related to recovery such as *Ppara* and *Dbp*. Our findings support previous reports that HSCs have a similar, yet distinct phenotype in a recovering liver when compared to qHSCs (Fig. 1D, Supplementary Fig. 1A–D and Supplementary Table 2C, D).

Lastly, we noted that only 173 genes were significantly downregulated again after 2weeks of recovery while the remaining 623 genes maintained some level of upregulation during recovery. As such, these genes cannot be directly correlated to ECM deposition and were excluded from the transcriptional program of perpetuated HSCs (Fig. 1F). The remaining 173-gene set contained ECM genes such as collagens, *Loxl2* and HSC activation markers such as *Acta2*, but lacked many ECM digestion genes like cathepsins and metalloproteinases. Gene ontology (GO) analysis of these 173 peak fibrosis genes revealed enrichment of GO’s such as wound healing, collagen fibril organization, cell adhesion as well as angiogenesis (Fig. 1G). Here, we concluded that the 173 selected genes constitute a transcriptional program, hereafter referred to as fibrogenic aHSC program, compatible with the perpetuation phase of aHSCs found in experimental fibrotic livers (Supplementary Table 3).

### Early HSC activation is marked by fibrosis associated transcriptional dysregulation

To investigate whether HSC initiation was marked by similar transcriptional changes, we induced acute liver injury in mice by means of a single injection of CCl_4_ and analyzed liver phenotypes after 1, 3 and 7 days (Fig. 2A). Increased ALT levels on day 1 were accompanied by necrotic areas throughout the liver parenchyma marking tissue injury. With increasing recovery time, ALT levels dropped and an increase in collagen deposition was seen after 7 days, indicative of liver regeneration (Fig. 2B, C).

**Fig. 2:**
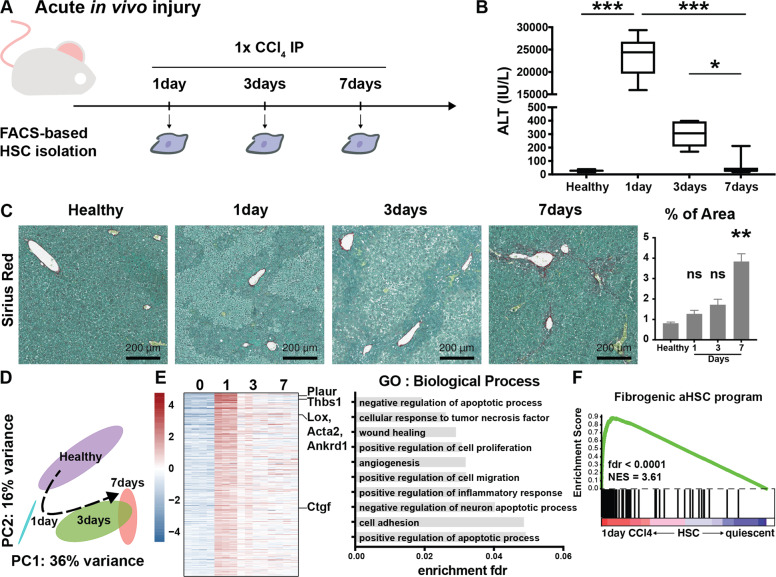
Fibrosis associated transcriptional alterations occur in HSCs during experimental acute liver injury. **A** Mice were injected once with CCl_4_ and HSCs were isolated at indicated timepoints and their RNA subjected to bulk sequencing. As a control, healthy (non-injected) mice were used. **B** ALT values indicate acute liver injury and recovery. **C** Sirius red staining shows necrotic areas after 1 and 3 days followed by collagen deposition after 7 days. Barplot represents quantification of positive area. **D** Global transcriptional alterations of isolated HSCs by PC analysis. **E** Heatmap of differentially upregulated genes 24 h after a single CCl_4_ injection compared to HSCs isolated from healthy mice with respective GO analysis. **F** GSEA of HSCs isolated 24 h after CCl_4_ compared to qHSC using the fibrogenic aHSC program defined in Fig.1. GSEA was performed with the “gene set” permutation type. ns *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001.

Transcriptional profiles of isolated HSCs after acute injury show a division of profiles both over time (PC1) as well as over injury (PC2 – Fig. 2D). PC and differential expression analyses of the chronic and acute liver injury combined, suggests that HSCs do not seem to reach the same level of transcriptional dysregulation after 1 injection of CCl_4_, but HSCs recovered from a chronic CCl_4_ treatment for 3 days strongly resemble HSCs on day 7 after an acute CCl_4_ injury (Supplementary Fig. 2A–C, Supplementary Table 4). When comparing healthy HSCs with 24 h CCl_4_-HSCs, only few of the 424 upregulated genes were identified as fibrogenic genes in 4weeks CCl_4_-HSCs (e.g. Acta2 and Lox - Fig. 2E, Supplementary Table 5). GO analysis showed enrichment of many biological processes seen in HSCs isolated from fibrotic mice such as cell adhesion and wound healing (Fig. 1G and Fig. 2E). Gene set enrichment analysis (GSEA) on the acute liver injury set (24 h vs healthy) using the fibrogenic aHSC program defined above, showed a marked activation of this transcriptional program in 24 h CCl_4_-HSCs (Fig. 2F). These results indicate that, while at this stage a fibrosis phenotype is not evident, HSCs have already altered their transcriptional program towards a fibrogenic program in preparation for their future fibrogenic phenotype. These results are in line with the concept of HSC initiation.

### HSCs activate a fibrogenic transcriptional program 6 hours after in vitro culture

Next, we wondered how quickly the fibrogenic aHSC program would be activated. 

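HSCs store vitamin A in the healthy liver, and the ultraviolet fluorescence of the vitamin allows them to be sorted from other liver cells. The authors sorted them from healthy male Balb/c mice, collected a fraction without culture (0 h) and plated the remainder on collagen for 3, 6, 12, 18, 24 or 96 h. RNASeq counts were deposited for 19 of these samples, with 3 samples at each of the timepoints 3, 6, 12, 18 and 96 h and 2 samples at 0 h and at 24 h. The paper states 3 independent repeats for every timepoint, each representing 2 technical repeats, and the deposited counts do not separate the technical repeats. The sample labels number each repeat by its mouse isolation, so that samples of the same number share an isolation. Isolations 1 and 3 have one date and isolation 2 has another. Since isolation 2 holds 1 sample per timepoint, no comparison could be tested within its date, and the date and the isolation were each used as a covariate instead.
The authors deposited raw counts per gene without normalization, made from single-end reads mapped to the mouse genome GRCm38. Each sample held between 2073171 and 7690892 counts, with a median of 4954915; the smallest total was at 0 h and the largest at 12 h. A level of 3 counts, taken as the smallest that the depth can show, corresponded to 1.45 CPM (counts relative to the library total) in the smallest sample and to 0.39 CPM in the largest. The reads carry no molecular identifiers, so that such floors cover counting error only. Libraries were scaled by the TMM method of edgeR, and 15138 genes passed its default filter on low counts. They were tested in one fit of the 19 samples with edgeR's quasi-likelihood F test, with timepoint as the only factor. A gene was called at an adjusted p below 0.1 (Benjamini-Hochberg, per timepoint against 0 h) and a fold change above 2. The same limits are given for the in vivo comparisons of Supplementary Fig. 2, without saying whether the p is adjusted; the adjustment was chosen here. The biological coefficient of variation was 1.06. Across genes, Pearson's r of log2 CPM between the samples of one timepoint was 0.768 at 0 h and between 0.802 and 0.868 at the later timepoints, where genes are not independent replicates.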

To this end, we used a 2D in vitro model of HSC activation and analyzed the first 24 h of HSC activation with small intervals (Fig. 3A). Although in vitro HSC activation does not fully represent in vivo HSC activation, it allows for a better timed and controlled monitoring of the process [9]. HSCs from healthy mice were FACS-sorted directly into culture dishes and allowed to activate. While few phenotypical alterations were noted during the first 24 h, cells started to stretch and lose their lipid droplets by day 4, marking the start of myofibroblast differentiation (Fig. 3B).

**Fig. 3:**
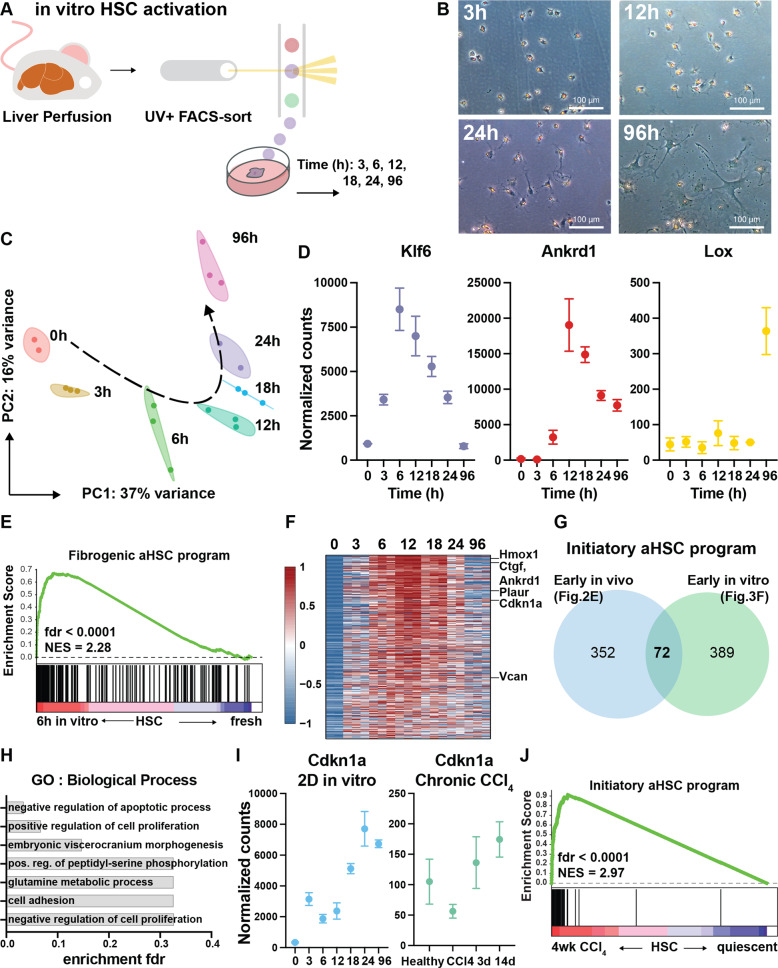
Defining an initiatory aHSC transcriptional program from in vitro and in vivo initiating HSCs. **A** After liver perfusion and NPF isolation, HSCs were sorted into culture dishes using FACS. At indicated timepoints, cells were collected for RNASeq. **B** Brightfield microscopic images of 2D cultured HSCs. **C** PC analysis of in vitro activated HSCs. **D** Gene expression of canonical initiation genes *Klf6* and *Ankrd1* and fibrogenic gene *Lox* during HSC activation. **E** GSEA of HSCs cultured for 6 h compared to freshly isolated HSCs using the fibrogenic aHSC program defined in Fig. 1. GSEA was performed with the “gene set” permutation type. **F** Heatmap of differentially upregulated genes in culture-activated mouse HSCs 6 h and 12 h after plating when compared to freshly isolated HSC. **G** To generate the initiatory aHSC program, the “early in vivo” (Fig. 2E) and “early in vitro” gene set were intersected (Fig. 4F). **H** GO analysis of the initiatory aHSC program. **I** Gene expression of *Cdkn1a* as example of dissimilarities between HSC initiation and perpetuation. **J** GSEA of HSCs isolated 24 h after 4week CCl_4_-induced liver fibrosis compared to qHSC using the initiatory aHSC program. GSEA was performed with the “gene set” permutation type.

In contrast to the lack of clear phenotypical alterations, PC analysis shows that major transcriptional changes take place during the first 24 h (Fig. 3C). Furthermore, differential gene expression analysis revealed that HSCs exert the biggest transcriptional alterations 12 and 18 h after start of the culture (Supplementary Fig. 3A). 

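Over the genes tested, the first principal component of log2 CPM (prior count 2) held 20.1% of the variance and the second held 14.7%. Scores on the first component rose from -162.7 ± 6.2 (SD, n = 2) at 0 h to -111.9 ± 7.3 (SD, n = 3) at 3 h, 19.6 ± 24.7 (SD, n = 3) at 6 h and 90.4 ± 19.3 (SD, n = 3) at 12 h. Each of these steps was larger than the SD at either of its timepoints. The score at 18 h, 95.2 ± 19.3 (SD, n = 3), differed from that at 12 h by less than the SD. Scores then fell to 42.0 ± 20.2 (SD, n = 2) at 24 h and -12.8 ± 15.4 (SD, n = 3) at 96 h. On the second component, the 96 h samples lay at 147.4 ± 3.5 (SD, n = 3) and the 6 h samples at -80.3 ± 36.6 (SD, n = 3). Differences between timepoints made up 54.1% of the total sum of squares, more than in any of 100000 reassignments of the timepoints to the samples (one-sided permutation test, p = 1e-05, the smallest that these resamples can give). With DESeq2's variance-stabilized values of the 500 most variable genes, an alternative chosen after seeing the data, the share of the first component moved most, to 54.0%.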

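Relative to freshly isolated HSCs, 844 genes were called at 3 h, 1715 at 6 h, 2680 at 12 h, 2400 at 18 h, 1440 at 24 h and 1644 at 96 h. Upregulated genes made up 634 of the calls (75.1%) at 3 h, 1056 (61.6%) at 6 h, 1302 (48.6%) at 12 h, 1157 (48.2%) at 18 h, 856 (59.4%) at 24 h and 882 (53.6%) at 96 h. With DESeq2 in place of edgeR, these shares turned to a minority at 6 h (47.4%) and 24 h (47.5%); with scaling by library size they turned to a majority at 12 h (52.7%) and 18 h (58.2%). At 24 h, 2 samples were compared with 2, whereas 3 were compared with 2 at the other timepoints. When 2 cultures were used at every timepoint, 2024 genes were called at 12 h, 1965 at 18 h and 1367 at 24 h. Of the genes called at 12 h, 1898 (70.8%) were also called at 18 h, all in the same direction. The counts moved most without a test: 3024 genes at 3 h and 4502 at 12 h had a fold change above 2 and a mean of at least 10 CPM. Blocking on the isolation number gave 801 calls at 3 h, 1682 at 6 h, 2530 at 12 h, 2224 at 18 h, 1340 at 24 h and 1519 at 96 h.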

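Klf6 (ENSMUSG00000000078) lies on chromosome 13 of GRCm38 from 5861482 to 5870394, Ankrd1 (ENSMUSG00000024803) on chromosome 19 from 36111961 to 36120099 and Lox (ENSMUSG00000024529) on chromosome 18 from 52516067 to 52529867. Expression of Klf6 was 185 ± 3.02 CPM (SD, n = 2) at 0 h and 725 ± 121 CPM (SD, n = 3) at 3 h. At 6 h it reached 1983 ± 456 CPM (SD, n = 3), a log2 fold change of 3.42 (standard error 0.33, adjusted p = 5.53e-06, edgeR). Within isolations 2 and 3, which have a 0 h sample, the log2 change of Klf6 at 6 h was 3.04 and 3.74. Ankrd1 did not differ from 0 h after 3 h (log2 fold change -0.48, standard error 0.57, adjusted p = 0.779, edgeR). It rose from 32.9 ± 35.9 CPM (SD, n = 2) at 0 h to 755 ± 389 CPM (SD, n = 3) at 6 h and 4463 ± 1516 CPM (SD, n = 3) at 12 h. The log2 fold change of Ankrd1 at 12 h was 7.13 (standard error 0.76, adjusted p = 7.44e-06, edgeR). Its 0 h samples held 7.52 and 58.3 CPM, and with single samples left out the log2 fold change lay between 6.26 and 9.19. Lox was at 8.91 ± 5.15 CPM (SD, n = 2) at 0 h and 17.9 ± 14.2 CPM (SD, n = 3) at 12 h, and it was called at 96 h only, with 80.7 ± 25.7 CPM (SD, n = 3). This was a log2 fold change of 3.18 (standard error 1.00, adjusted p = 0.063, edgeR), which was no longer past the threshold without a filter on low counts (adjusted p = 0.121, edgeR), without replicate 3 at 96 h (0.117) or without replicate 2 at 96 h (0.156).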

Next, we validated the time dependent induction of *Klf6*, *Ankrd1* and *Lox* (Fig. 3D). While the latter is a known marker for fully aHSCs, the first two genes are reported as HSC initiation markers [9, 27]. 

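The fibrogenic aHSC program was taken from Supplementary Table 3, whose 173 genes include 172 in the deposited table and 142 that passed the filter. All tested genes were ranked by the signed square root of edgeR's F for 6 h against 0 h, and the program was tested by preranked GSEA with gene permutation (fgsea). The NES was 2.78 (fdr = 3e-23, fgsea, adjusted over 2 programs and 6 timepoints). In the fit across all genes, 58 of the 142 genes were called higher at 6 h and 3 were called lower. Adjusted over the program's genes alone, 64 were called higher and 5 lower. Among the genes called lower across all genes were Col1a1 and Col1a2, by log2 fold changes of -1.08 and -1.69 (adjusted p = 0.0761 and 0.00589, edgeR). The call of Col1a1 was lost with the isolation number as a block. Acta2 (0.13) and Lox (-0.089) were not called. Col4a1 (1.425) and Loxl2 (1.39) were called higher, so that the enrichment did not extend to all matrix and activation genes. At 3 h, the NES was 2.43 (fdr = 1.46e-15, fgsea), with 36 genes called higher. The list of 424 genes upregulated 24 h after a single injection of CCl4 (Supplementary Table 5) holds 106 of the 173 genes. Leaving that list out moved the result most: the remaining 51 genes that were tested had an NES of 1.76 at 6 h (fdr = 0.00155, fgsea). The NES of the whole program at 6 h was 2.76 with the isolation number as a block.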

Interestingly, GSEA on the 6 h timepoint (vs freshly isolated HSCs) using the fibrogenic aHSC program showed significant enrichment even at this early stage (Fig. 3E). In conclusion, our results show that in their differentiation towards myofibroblasts, HSCs undergo major transcriptional alterations during the first hours of activation (i.e. initiation) to put a fibrogenic transcriptional machinery in motion.

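Timepoints in culture were also compared with each other, in separate fits of 3 samples against 3. From 3 h to 6 h, 916 genes were called, 415 higher and 501 lower, and 2206 genes had an unadjusted p below 0.05. From 6 h to 12 h, 200 genes were called and 1354 had an unadjusted p below 0.05. From 12 h to 18 h, 7 genes were called and 693 had an unadjusted p below 0.05. From 12 h to 96 h, 2368 genes were called, 1301 higher and 1067 lower. When the isolation number was added as a block, the calls fell to 541, 30, 0 and 1552, respectively, and 639 genes had an unadjusted p below 0.05 from 12 h to 18 h. Of the genes called at 3 h against 0 h, 627 (74.3%) were called again at 6 h, 625 in the same direction. Of those called at 6 h, 1375 (80.2%) were called again at 12 h, all in the same direction. Every comparison with 0 h shares the same 2 samples, so that these overlaps are not independent. The paper closes its paragraph on the cultures, after the enrichment of the fibrogenic aHSC program at 6 h, with the conclusion that HSCs start a fibrogenic program within the first hours of activation.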

### Perpetuated HSCs exert an initiating transcriptional program

During their initiation, HSCs upregulate distinct genes that do not per se maintain their elevated expression over time (e.g. *Klf6*). 

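After its maximum, Klf6 fell to 1244 ± 229 CPM (SD, n = 3) at 18 h, 825 ± 137 CPM (SD, n = 2) at 24 h and 175 ± 52.5 CPM (SD, n = 3) at 96 h. At 96 h its log2 fold change was -0.084 against 0 h (standard error 0.28, adjusted p = 0.944, edgeR) and -3.50 against 6 h (standard error 0.28, adjusted p = 5.61e-07, edgeR). The sign against 0 h turned positive with scaling by library size only (0.071) and with the isolation number as a block (0.026). Hmox1 and Ccn2 also fell from 6 h to 96 h. Their log2 fold changes were -3.27 (standard error 0.29, adjusted p = 1.86e-06, edgeR) and -2.53 (standard error 0.39, adjusted p = 0.00037, edgeR). Unlike Klf6, both were still called higher at 96 h than at 0 h, by 2.93 and 2.45 (adjusted p = 3.47e-05 and 0.00224, edgeR). Ankrd1 was still higher as well, with 1712 CPM at 96 h and a log2 fold change of 5.745 (adjusted p = 5.73e-05, edgeR). Thbs1 and Tnfrsf12a did not differ between 6 h and 96 h, with log2 fold changes of -0.20 and -0.034 (adjusted p = 0.813 and 0.974, edgeR). Of the 1715 genes called at 6 h against 0 h, 748 (43.6%) were also called at 96 h, 712 of them in the same direction.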

We thus hypothesized that a distinct transcriptional program is activated during initiation that is lost in the perpetuation phase. We defined this initiatory transcriptional program as genes conserved during both in vitro and in vivo initiation. Since the upregulation of canonical initiation genes *Ankrd1* and *Klf6* in vitro was most prominent at 6 h and 12 h in vitro, we defined consistently upregulated genes at these timepoints as in vitro initiation genes. 

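At both 6 h and 12 h, 890 genes were upregulated relative to 0 h. The number moved most when each fit held only the 2 groups compared, to 685 genes, of which 637 were among the 890. With the isolation number as a block, 864 genes were upregulated at both timepoints, 822 of them among the 890. At 96 h, 434 of the 890 genes were still upregulated relative to 0 h. Compared with 12 h, 434 of the 890 genes were called lower at 96 h and 13 were called higher, with a median log2 fold change of -1.17. The genes had been selected on their expression at 12 h, so that this comparison is not independent of the selection. At 18 h, Ankrd1 was at 3509 ± 503 CPM (SD, n = 3), a log2 fold change of 6.78 against 0 h (standard error 0.75, adjusted p = 1.18e-05, edgeR).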

(Fig. 3F). Next, we used the in vivo HSC initiation genes (upregulated in 24 h CCl_4_-HSCs—Fig. 2E) and intersected them with the in vitro genes. This led to a gene set of 72 genes, related to HSC initiation both in vivo and in vitro, that constitutes an initiatory aHSC transcriptional program (Fig. 3G—Supplementary Table 6). GO analysis of this program did not show any enrichment of perpetuation characteristics (Fig. 3H). In fact, only one GO (negative regulation of apoptotic process) reached the fdr significance level of 0.05. Of note, 39 genes (e.g. *Vcan*) of the initiatory aHSC program were also represented in the fibrogenic aHSC program (Supplementary Fig. 3B—Supplementary Fig. 3A, B). Other genes, like *Cdkn1a*, did not show upregulation during experimental CLD and thus are only related to HSC initiation (Fig. 3I). These results indicate that, next to a fibrogenic program, a distinct transcriptional program is activated during HSC initiation. Lastly, GSEA on perpetuated aHSC (4weeks of CCl_4_) showed a marked enrichment of the initiatory aHSC program even after 4weeks of CCl_4_, when fibrosis is evident (Fig. 3J). In conclusion, the HSC initiation and fibrogenic transcriptional programs presented here show distinct features and are both active as early as 6 h in vitro and after 4 weeks of CCl_4_ in vivo.

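All 72 genes of Supplementary Table 6 were tested, and 66 (91.7%) were among the genes upregulated at both 6 h and 12 h. Because the list was derived from these cultures, the overlap is not an independent measurement. In the fit across all genes, 66 were called higher at 6 h and 67 at 12 h; adjusted over the 72 genes alone, the numbers were 67 and 68. The 6 genes outside the overlap were Relt, Plau, Gpr39, Lpin3, Fmo2 and Pi15, named here after their values were seen, with adjusted p between 0.156 and 0.391 at 6 h (edgeR). Of the 424 genes upregulated in vivo 24 h after CCl4, 356 were tested in the cultures, and 104 (29.2%) were upregulated at both timepoints. Their odds ratio was 7.35 against the other genes tested (two-sided Fisher's exact test, p = 4.32e-45). The in vivo samples behind that list were not analysed here. The 72 genes as a group stayed above 0 h at 96 h, with a median log2 fold change of 4.04 and 60 genes called higher. Compared with 12 h, 30 of them were called lower at 96 h and 3 higher. Compared with 6 h, 13 were called lower at 96 h and 7 higher.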

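The gene lists share 39 genes, 22.5% of the fibrogenic and 54.2% of the initiatory aHSC program. The shared genes belong to a list that the paper selected for upregulation at 6 h and 12 h in these cultures, so that their contrast with the other fibrogenic genes at 6 h follows from the selection and is not an independent finding. In culture the shared genes had a median log2 fold change of 5.62 at 6 h, with 36 of 39 called higher. The 103 fibrogenic genes that were tested and are not shared had a median of 0.46 at 6 h, with 22 called higher and 3 lower. At 96 h, the medians were 5.33, with 31 genes called higher, and 2.26, with 40 called higher and 2 lower. Vcan (ENSMUSG00000021614), on chromosome 13 of GRCm38 from 89655312 to 89742509, had no counts at 0 h. At 6 h, 1 of 3 samples had no counts of Vcan and the highest held 34.9 CPM. Vcan reached 18.2 ± 7.94 CPM (SD, n = 3) at 12 h, at least 12.1-fold higher than the 3-count floor at 0 h, and 47.2 ± 1.47 CPM (SD, n = 2) at 24 h, at least 31.3-fold higher. It was called at each timepoint, with adjusted p between 0.00714 at 18 h and 0.068 at 3 h (edgeR). When each fit held only the 2 groups compared, Vcan was not called at 3 h or 6 h (adjusted p = 0.14 and 0.244, edgeR).

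**Figure D1:**
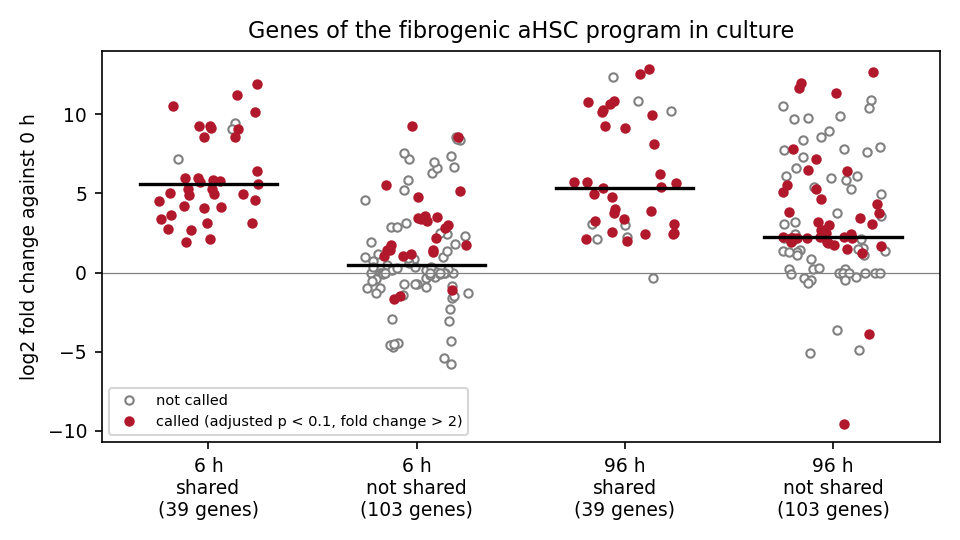
Log2 fold change against 0 h (vertical axis) of each tested gene of the fibrogenic aHSC program after 6 h and 96 h of culture, separately for the 39 genes shared with the initiatory aHSC program, which were selected on these cultures, and the 103 others. Filled points are called genes, open points are not called and bars are medians (5.62, 0.46, 5.33 and 2.26 from left to right); genes without counts at 0 h are drawn at the estimate of the fit, which has no upper limit.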

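Cdkn1a (ENSMUSG00000023067) lies on chromosome 17 of GRCm38 from 29090976 to 29100727. In culture its expression rose from 66.7 ± 10.6 CPM (SD, n = 2) at 0 h to 665 ± 141 CPM (SD, n = 3) at 3 h and was 439 ± 117 CPM (SD, n = 3) at 6 h. It reached 1207 ± 149 CPM (SD, n = 3) at 18 h, 1789 ± 325 CPM (SD, n = 2) at 24 h and 1493 ± 96.7 CPM (SD, n = 3) at 96 h. The log2 fold change against 0 h was 4.74 at 24 h (standard error 0.36, adjusted p = 6.15e-07, edgeR) and 4.48 at 96 h (standard error 0.35, adjusted p = 4.84e-07, edgeR). Expression at 96 h was higher than at 6 h, by a log2 fold change of 1.77 (standard error 0.26, adjusted p = 0.00022, edgeR), and did not differ from that at 24 h (log2 fold change -0.26, standard error 0.28, adjusted p = 0.855, edgeR). The HSCs from chronic liver disease were not analysed here.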

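In the cultures, the initiatory aHSC program had an NES of 3.19 at 6 h (fdr = 8.05e-37, fgsea). Its genes were in part selected for their upregulation in these samples. Since permutation of genes ignores the correlation between them, both programs were also tested with limma's camera on voom log2 CPM, which estimates that correlation. At 6 h, camera gave a two-sided p of 5.66e-05 (fdr = 0.000136) for the initiatory aHSC program. For the fibrogenic aHSC program it gave a p of 0.00116 (fdr = 0.00127). With the isolation number as a block, these fdr values were 7.37e-05 and 0.00114. The genes shared by both programs were then left out. The 33 remaining initiatory genes had an NES of 2.77 and a camera p of 5.75e-06. The 103 remaining fibrogenic genes had an NES of 1.98 (fdr = 4.57e-06, fgsea) and a camera p of 0.055 (fdr = 0.0641), no longer past the threshold; the genes left out had been selected for upregulation in these samples, so that a weaker score was built into this comparison. Without the genes upregulated 24 h after CCl4 in vivo, camera gave a p of 0.11 (fdr = 0.132) for the fibrogenic program at 6 h, the alternative that moved it most. The HSCs isolated after 4 weeks of CCl4 were not analysed here.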

### Transcriptional dysregulation during stages of HSC activation

Since we had shown that the transcriptional programs induced at HSC initiation extend into CLD, we wanted to get an overview of the transcriptional programs driving HSCs during different stages of experimental liver disease. To this end, we first performed GSVA on the HSC RNASeq data presented in this manuscript, representing initiation (acute liver injury and in vitro—Fig. 2 and Fig. 3) and fibrosis and recovery (chronic liver disease—Fig. 1). For comparison, we selected gene sets corresponding to quiescent-, activated- and reverted HSCs (Supplementary Fig. 4A) and their functional characteristics (UPR, YAP, collagen metabolism and apoptosis—Table 1).

**Table 1:** Selected gene sets correlating with HSC phenotypes and their functional status.

HSC phenotype	Gene Set	Study	Synopsis
Quiescent HSC	**qHSC Zhang**	Zhang et al. (2016)^36^	Genes specifically expressed by HSC, higher in quiescent HSC vs. activated
Initiation associated HSC	**YT TEAD**	Zanconato et al. (2015)^37^	YAP/TAZ/TEAD direct target genes
	**YT ECM**	Meng et al. (2018)^38^	ECM-responsive genes regulated by ﻿the Hippo pathway
	**UPR**	Hallmark_Unfolded_Protein_Response	Genes up regulated during unfolded protein response; a cellular stress response related to the endoplasmic reticulum.
	**Initiatory aHSC**	This manuscript	Overlap in vivo activated (24 h) and in vitro activated (6 h and 12 h) genes
Fibrosis associated HSC	**aHSC Zhang**	Zhang et al. (2016)^36^	Genes specifically expressed by HSC, higher in activated HSC vs. quiescent
	**Fibr. aHSC**	This manuscript	Genes upregulated in activated HSC after 4week CCl_4_ treatment compared to healthy and recovered HSC
	**Coll. organiz**.	Go_Collagen_ Fibril_Organization	Any process that determines the size and arrangement of collagen fibrils within an extracellular matrix
Reversal associated HSC	**Coll. Catabolism**	Go_Collagen_ Catabolic_Process	The proteolytic chemical reactions and pathways resulting in the breakdown of collagen in the extracellular matrix, usually carried out by proteases secreted by nearby cells
	**Apoptosis**	Hallmark_ Apoptosis	Genes mediating programmed cell death (apoptosis) by activation of caspases
	**rHSC Troeger**	Troeger et al. (2012)^29^	Genes upregulated in reverted HSC 45days after last CCl_4_ injection when compared to quiescent HSC

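GSVA scores, which rank the genes of a set within each sample, were computed for the 2 programs defined in the paper with a Poisson kernel on TMM-scaled whole numbers. They were compared with 0 h by limma over 2 programs and 6 timepoints. This fit pooled the variance of both programs, which share 39 genes and are not independent, so that its fdr values may be too small. The fibrogenic aHSC program scored -0.529 ± 0.057 (SD, n = 2) at 0 h, 0.222 ± 0.088 (SD, n = 3) at 12 h, -0.011 ± 0.194 (SD, n = 3) at 18 h and 0.454 ± 0.029 (SD, n = 3) at 96 h. The difference from 0 h was 0.752 (fdr = 1.55e-07, limma) at 12 h, 0.518 (fdr = 2.96e-05, limma) at 18 h, 0.490 (fdr = 0.00015, limma) at 24 h and 0.983 (fdr = 1.8e-09, limma) at 96 h. The initiatory aHSC program scored -0.758 ± 0.044 (SD, n = 2) at 0 h, 0.582 ± 0.049 (SD, n = 3) at 12 h, -0.096 ± 0.145 (SD, n = 2) at 24 h and -0.108 ± 0.169 (SD, n = 3) at 96 h. Its difference from 0 h was 1.341 (fdr = 9.3e-12, limma) at 12 h and 0.650 (fdr = 1.43e-06, limma) at 96 h. The paper selected these genes in part for upregulation at 6 h and 12 h in these samples. A rise of the initiatory score to 12 h was therefore built in, and its later fall is not independent of that selection. Among the alternatives scored by GSVA, leaving out the genes of Supplementary Table 5 moved the fibrogenic program most, to a difference of 0.286 (fdr = 0.00701, limma) at 12 h; at 18 h its difference, 0.065 (fdr = 0.494, limma), was then no longer past the threshold. With the isolation number as a block, the differences at 96 h were 1.024 and 0.691. The published gene sets of Table 1 were not analysed here.

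**Figure D2:**
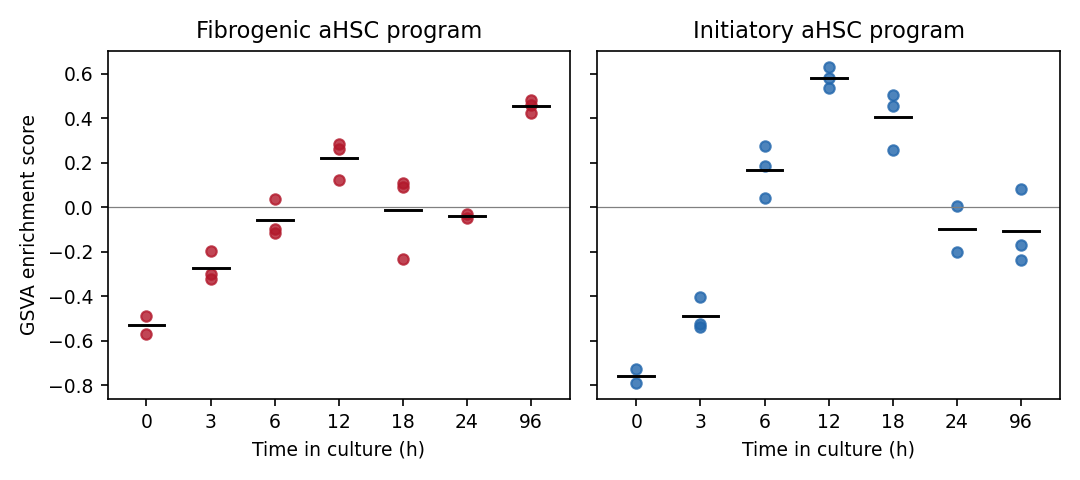
GSVA enrichment score (vertical axis, no unit) of the fibrogenic (left) and initiatory (right) aHSC programs against time in culture in hours, with 1 point per sample and bars for the means. Mean scores run from -0.529 at 0 h to 0.454 at 96 h on the left, and from -0.758 at 0 h through 0.582 at 12 h to -0.108 at 96 h on the right. The initiatory genes were in part selected for upregulation at 6 h and 12 h in these cultures.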

During initiation, HSCs quickly lose their quiescent transcriptional program (qHSC Zhang) and activate others (aHSC Zhang, initiatory- and fibrogenic aHSC programs) that extend into CLD (CCl_4_) (Fig. 4A, Supplementary Fig. 5A). Early response events such as YAP downstream signaling (YT TEAD and YT ECM) and UPR, known to be activated during HSC initiation [9, 28], also extend into CLD (Fig. 4A, Supplementary Fig. 5A). However, these events seem to have a more transient aspect as they lose their enrichment both 1week after acute liver injury and 3days after chronic liver injury. In contrast to these early alterations, collagen turnover (collagen fibril organization and collagen catabolic process) is not induced during initiation (1day) and is only activated 3days after an acute liver injury and during CLD (Fig. 4A, Supplementary Fig. 5A). Recovery from CLD is marked by a loss of aHSC programs and a shift from collagen turnover towards collagen catabolism after 2 weeks of recovery. Furthermore, we noted that the reverted HSC transcriptional program (rHSC Troeger [29]) is the only HSC program still active after two weeks of recovery but is also activated during HSC initiation and CLD (Fig. 4A, Supplementary Fig. 5A). 

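At 3 h in culture, the GSVA score of the fibrogenic aHSC program was -0.274 ± 0.067 (SD, n = 3), a difference of 0.255 from 0 h (fdr = 0.0154, limma). That of the initiatory aHSC program was -0.488 ± 0.073 (SD, n = 3), a difference of 0.270 (fdr = 0.012, limma). In both programs, all samples at 3 h scored above both samples at 0 h. For 3 samples against 2, an exact permutation test cannot give a p below 0.1. On the counts as deposited, the difference of the fibrogenic program at 3 h was 0.169 (fdr = 0.0693, limma), no longer past the threshold. At 6 h, the differences were 0.471 (fdr = 8.87e-05, limma) and 0.926 (fdr = 4.3e-09, limma). The second is not an independent finding, since the initiatory genes were in part selected for upregulation at 6 h in these samples. The quiescent gene set named in Fig. 4A was not analysed here.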

Additionally, our 2D timepoints showed that the initiatory and fibrogenic aHSC programs are both induced prior to the loss of the quiescent transcriptional program (Fig. 4A). Of note, collagen organization showed reduced transcriptional activity and the reverted HSC transcriptional program was not activated in in vitro cultures (Fig. 4A, Supplementary Fig. 5A).

**Fig. 4:**
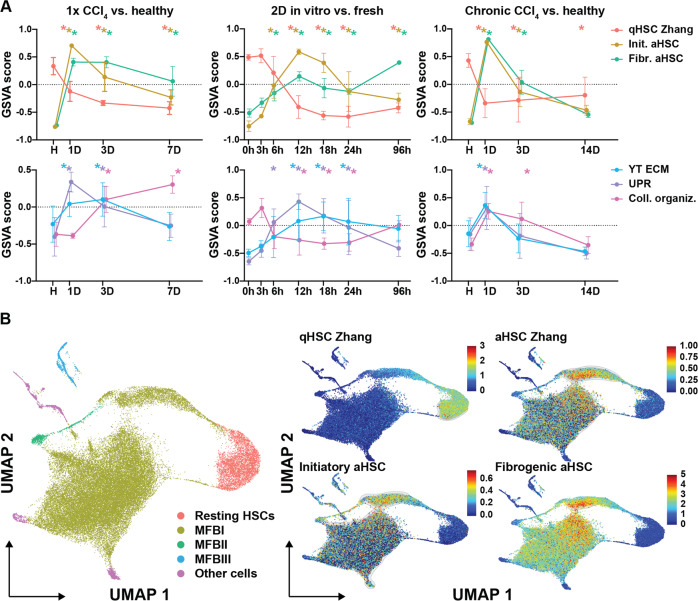
Transcriptional landscape during HSC initiation, perpetuation and recovery in experimental models of fibrosis. **A** GSVA on different models of HSC activation using the gene sets defined in Table 1 and bulk RNAseq data from this study. Left panels: 1x CCl_4_. Middle panels: in vitro HSC activation. Right panels: 4 weeks CCl_4_ and recovery. For GSVA, the gsva method with a Poisson distribution was run on integer values of RNASeq. Differential activity of gene sets was determined by fitting a linear model to the output GSVA enrichment scores. Statistics were calculated by empirical Bayes moderation and fdr adjustment. * fdr < 0.05 compared to control condition (healthy, 0 h and healthy respectively). **B** scRNASeq analysis of mouse HSCs in experimental model of chronic liver disease (3 weeks CCl_4_) [24]. The identified MFB clusters are: (i) MFBI: ECM production, (ii) MFBII: inflammatory mediator production and (iii) MFBIII: cell division. Left panel shows UMAP dimension reduction and determination of cell clusters based on published criteria. Smaller panels indicate Single-Cell Signature Score for indicated HSC gene sets (Table 1). Blue color represents low expression and increasing expression levels are green to red as shown by the legend.

Next, we verified our results in two independent transcriptome data sets of HSCs isolated from experimental models of liver disease (CCl_4_ and BDL, CCl_4_ and NASH) by performing GSEA [30, 31]. Similar to our chronic CCl_4_ injury data, we noted enrichment of the YAP/TAZ, initiatory, fibrogenic, aHSC Zhang, collagen turnover and rHSC sets. In all conditions, HSCs had lost the quiescent HSC program (Supplementary Fig. 5B). Here, we can conclude that fibrogenic events at the transcriptional level happen at very early stages during HSC activation and that transcriptional events during HSC initiation extend into chronic disease.

### Activated HSCs exert both initiatory and fibrogenic programs at the single cell level

Next, we considered the possibilities of both a “sequential” model, where HSCs with an active initiatory program transition into those with an active fibrogenic program, or a “simultaneous” model where both programs are active in the same cells. To distinguish between these possibilities, we analyzed single cell (sc) RNASeq data from HSCs isolated from mice treated with CCl_4_ for 3 weeks [24]. Our analysis shows that the fibrogenic aHSC program was widely enriched in the myofibroblast (MFB) type I cluster cells when compared to both the qHSCs (resting) and the MFBII and MFBIII populations (Fig. 4B). Furthermore, the initiatory aHSC program was only clearly enriched in a subcluster of MFBI and to a lesser extend in the other MFB populations (Fig. 4B). This scRNAseq analysis suggests that initiatory and fibrogenic programs are not necessarily sequential as both programs can be active in the same HSC during experimental CLD.

### Scar associated mesenchymal cells in human chronic liver disease exert both initiatory and fibrogenic transcriptional programs

Globally, NASH, alcoholic liver disease (ALD) and hepatis B (HBV) and C (HCV) viral infections are the major causes of CLD and cirrhosis [32]. GSEA on transcriptome data of total liver samples collected from CLD patients showed enrichment of both initiatory and fibrogenic aHSC programs (Fig. 5A). To determine whether the initiatory and fibrogenic programs are also active in the same (activated) HSC during human CLD, we analyzed scRNASeq data generated from cirrhotic patients as reported by Ramachandran et al. [25]. In their manuscript, several mesenchymal cell types such as HSCs (RGS5 + ) and scar associated mesenchymal cells (SAMes – PDGFRα + ) are distinguished [25]. We confirmed the clustering of HSCs and SAMes based on *RGS5* and *PDGFRA* expression and show that SAMes have enriched expression of collagens (Fig. 5B). While the fibrogenic aHSC program is active both in HSCs and SAMes, we found that the initiatory program was exclusively represented in SAMes (Fig. 5C) and that genes such as *VCAN*, *THBS1* and *TNFRSF12A* are partly responsible for this enrichment as they are significantly upregulated in SAMes when compared to HSCs (Fig. 5D). Combined, these results show that during chronic- and end-stage human liver disease, highly fibrogenic mesenchymal cells maintain characteristics of HSCs that are initiating activation.

**Fig. 5:**
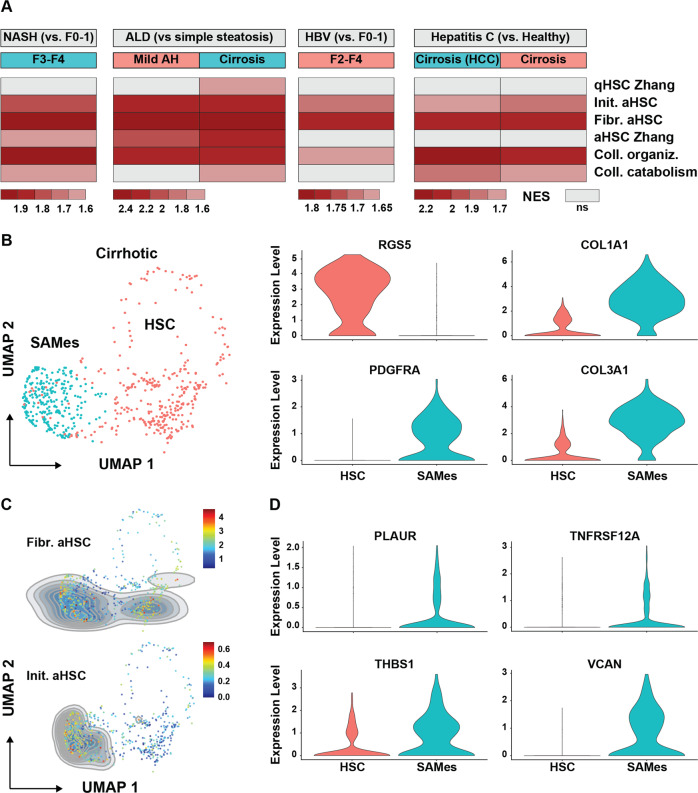
Scar associated mesenchymal cells in human CLD maintain characteristics of HSC initiation. **A** GSEA of human livers using gene sets defined in Table 1. Color legend indicates normalized expression score while a gray color indicates no enrichment in any direction for the indicated gene set. Analysis was performed by using Bubble GUM (GSEA Unlimited Map). When at least seven samples were represented for each single phenotype, “phenotype” permutation was chosen. Otherwise “gene set” permutation type was chosen. **B** scRNAseq analysis of HSC and SAMes in cirrhotic patients [25]. Left panel shows UMAP dimension reduction and determination of cell clusters based on published criteria. Smaller panels indicate individual gene expression of *RGS5*, *PDGFRA*, *COL1A1* and *COL3A1*. **C** Single-Cell Signature Score on HSCs and SAMes for indicated HSC gene sets (Table 1). Blue color represents low expression and increasing expression levels are green to red as shown by the legend. **D** Individual gene expression of genes represented in the initiatory aHSC program that are differentially upregulated in SAMes when compared to HSCs.

## Discussion

The model of initiation and perpetuation has provided us with a framework for mechanistic events occurring in sequence during HSC activation. Initiation was defined as rapid changes in gene expression and phenotype that render the cells responsive to cytokines and other local stimuli in the subsequent perpetuation phase [27]. We used a transcriptional approach to investigate the transcriptional alterations during all stages of HSC activation and provide evidence that there is no clear distinction between the initiation and perpetuation phases at the transcriptional level. We show that a fibrogenic transcriptional program seen during peak fibrosis occurs in initiatory HSCs (6 h in culture) despite a lack of phenotypical alterations or clear changes in commonly used fibrosis markers. Conversely, we found that during chronic and end-stage human liver disease, highly fibrogenic mesenchymal cells maintain a transcriptional program of initiating HSCs.

Based on transcriptional dynamics during fibrosis and recovery, we pinpointed a transcriptional program consistent with peak fibrosis in mouse HSCs that can identify highly active, ECM-producing HSCs. Nonetheless, this program was highly enriched in HSCs 24 h after acute liver injury and 6 h after in vitro culture. These results suggest that qHSCs already contain gene regulatory proteins required for a profibrogenic response at the transcriptional level. How qHSCs are able to swiftly respond to acute injury and induce a fibrogenic program in a matter of hours remains to be elucidated. Further epigenetic and gene regulatory analyses are required to map chromatin accessibility and putative regulators in initiatory and fibrogenic phases.

In humans, reports on the role of HSCs during acute liver failure (ALF) are very scarce and very few mechanistic studies have been performed. Currently, it is assumed that HSCs play a protective role during ALF, where increased TIMP-1 serum levels and increased liver stiffness were observed [33]. In the light of ALF, where liver function can be lost in a matter of hours, a rapid fibrogenic response to safeguard liver integrity seems more plausible than requiring the HSC to be primed before any fibrogenic response can take place.

Despite the similarities in fibrogenic response between HSC initiation and HSCs during CLD, we did note some distinct features during the earliest phases of HSC activation. Surprisingly, this *initiatory aHSC* transcriptional profile remains active 7days after an acute liver injury, and even in CLD in mice and humans. Analysis of scRNASeq revealed that in the ECM producing mouse aHSCs with the highest enrichment in fibrogenic genes, the *initiatory aHSC* program was enriched as well. More importantly, scRNASeq analysis of human cirrhotic livers showed that SAMes had higher enrichment of the initiatory program than HSCs that are not present in scar tissue. These findings suggest that initiatory events take place in CLD further building on a nuanced view of transcriptional dynamics in HSC activation. Whether the simultaneous activity of these programs in highly activated HSCs could indicate the dependency of the fibrogenic program on the initiatory program remains to be elucidated.

In HSCs isolated from livers recovering from injury, we noted a swift and sustained enrichment of the reversal set defined by Troeger et al. [29] in both acute and chronic liver injury. This gene set was based on a comparison of qHSC to HSCs isolated from mice that had recovered from chronic injury for 45 days. These results could indicate that activation of this gene set represents a transcriptional signature of current or previous activation, rather than a gene set consistent with recovery alone. Our results on recovery from chronic liver injury are in line with scRNASeq data from Rosenthal et al. that showed that HSCs fail to upregulate certain quiescence-related gene regulatory proteins and thus are not able to regain a fully quiescent phenotype during recovery [34] and thereby might show an enhanced response to recurrent injury [29]. Furthermore, our results support a transcriptional framework for inactivated HSCs, where, once fibrogenic transcriptional machinery is put in place, HSCs are permanently hinged towards a profibrogenic state even in the absence of injurious stimuli.

From our point of view, our novel conceptual insights also have therapeutic implications. In ALD, NASH, HBV and HCV, the extent of liver fibrosis has major prognostic implications which makes anti-fibrotic therapies one of the main goals to tackle CLD [7, 8, 35]. Current therapeutic targets mainly pertain to inhibiting or reverting the perpetuated state of HSCs at the transcriptional level (e.g. PPARγ agonists) or reducing the inflammatory (e.g. CCR2/CCR5 antagonists) and fibrogenic (e.g. LOXL2 or TIMP1 antagonists) phenotype of HSCs [7, 8]. Since we show here that transcriptional programs linked to HSC initiation still occur during CLD, we conclude that initiatory events are not exclusive to the onset of liver disease and merit further investigation in the pursuit of novel therapeutic targets.

In conclusion, initiation and perpetuation of HSC activation at the transcriptional level are not sequential processes and occur during acute liver failure, throughout CLD and even into cirrhosis. To enlarge the pool of druggable targets of chronic liver disease, one can consider molecules involved in the initiation of HSC activation or the maintenance of activated HSCs as equally important.

## Supplementary information

Supplemental documents

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

## Data Availability

Raw and processed sequencing data files have been uploaded to the Gene Expression Omnibus (accession no. GSE173920 and GSE176042).

# Supplementary material for: Initiation of hepatic stellate cell activation extends into chronic liver disease
**Source:** Cell Death Dis. 2021 Nov 27;12(12):1110. doi: 10.1038/s41419-021-04377-1
**Supplement:** Supplementary file 1 — Supplemental documents

#### Supplementary data to

**Initiation of hepatic stellate cell activation extends into chronic liver disease**

#### Authors

Vincent De Smet, Nathalie Eysacker, Vincent Merens, Mina Kazemzadeh Dastjerd, George Halder, Stefaan Verhulst, Inge Mannaerts, Leo A. van Grunsven

#### Table of Contents

Supplementary Figures…………………………………………………………........……..2

Supplementary Tables….……………………………………………………….................8

Supplementary References……………………………………………………........…….12

**Supplementary Figures**

Supplementary Figure 1

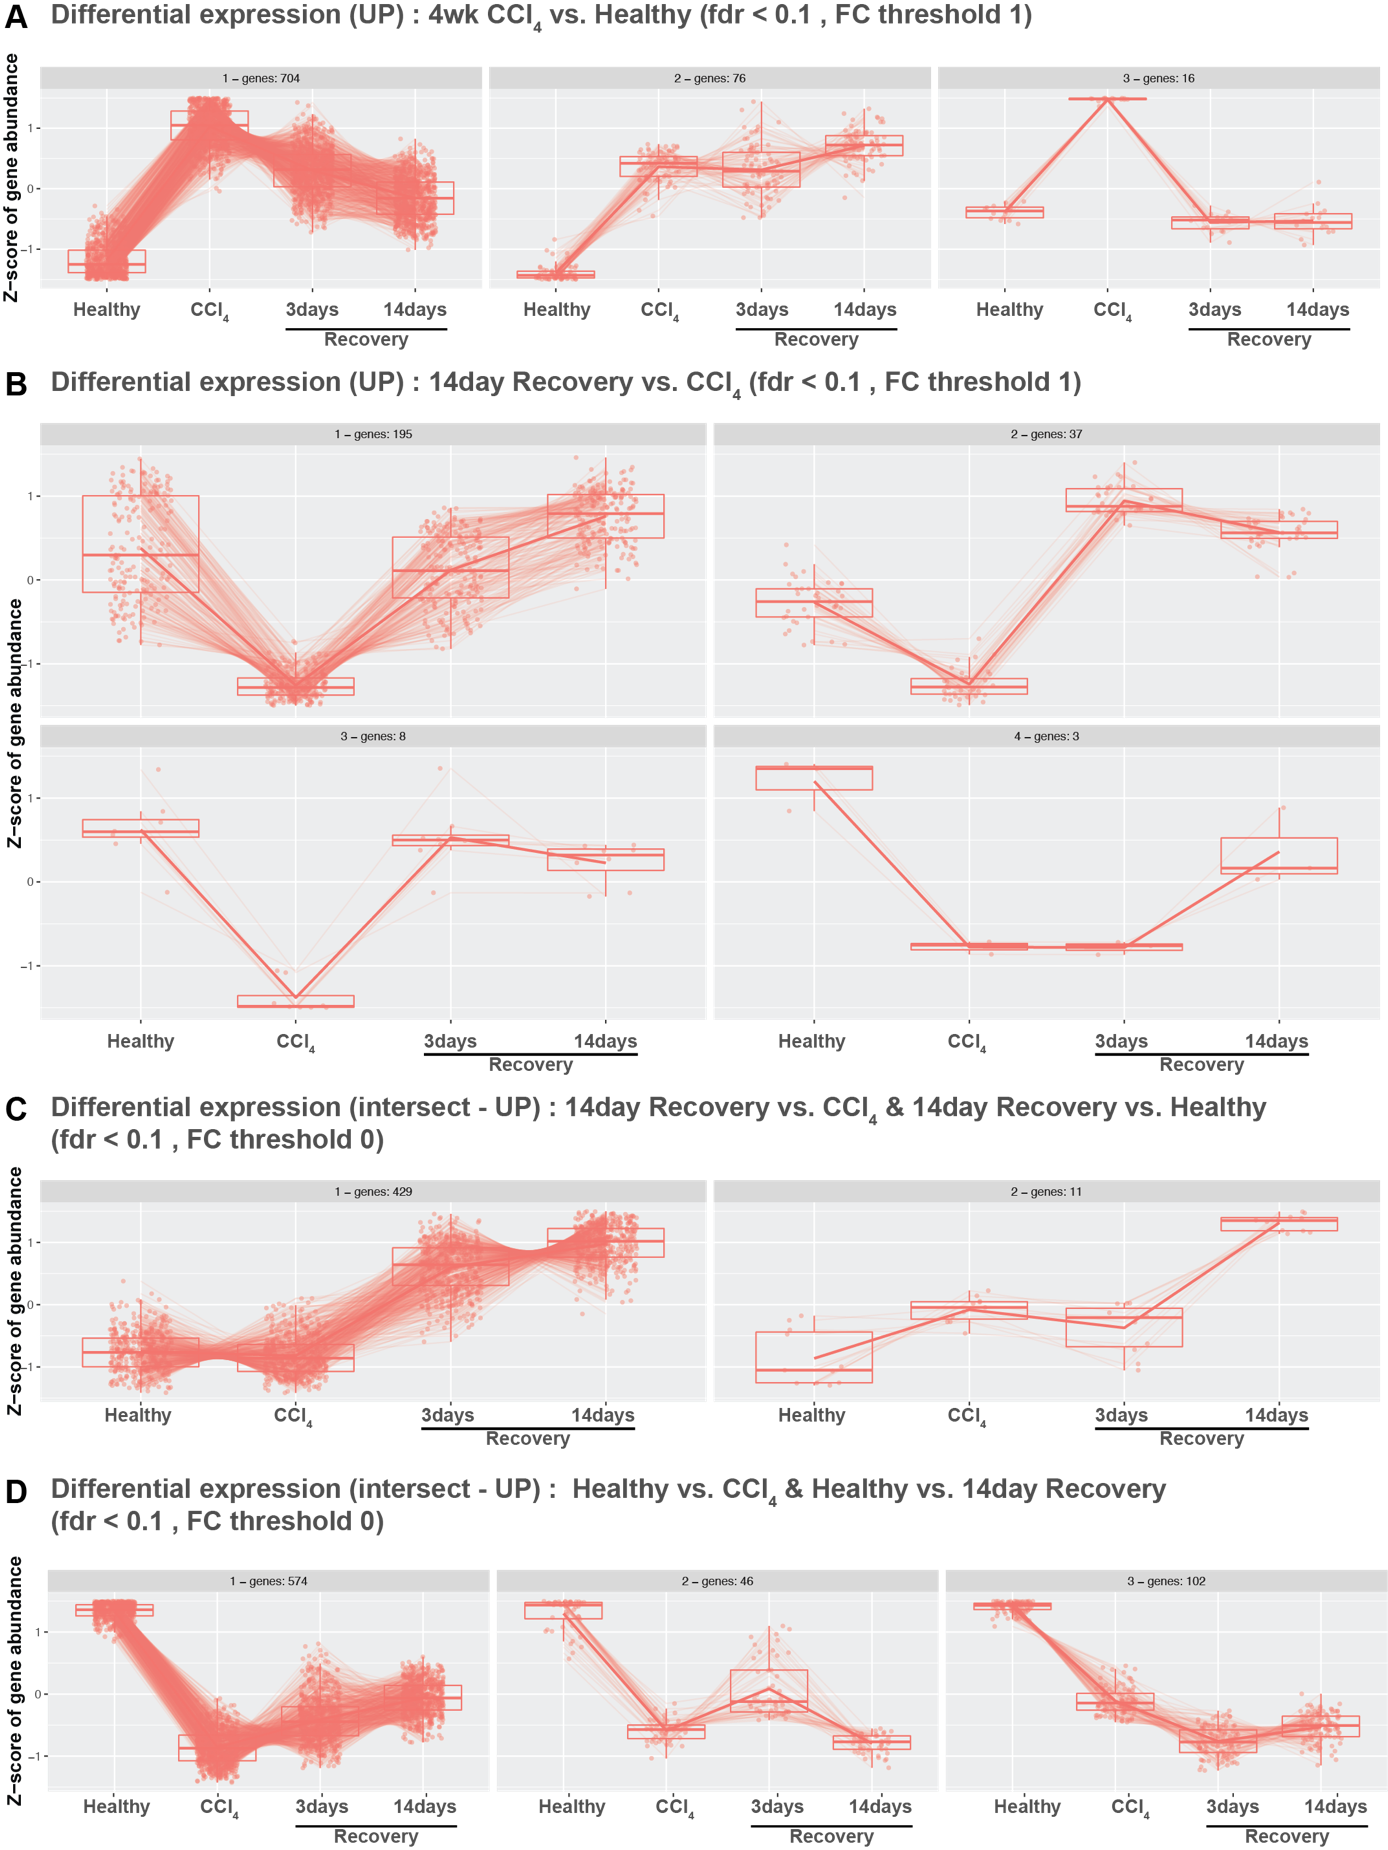

**Supplementary Fig. 1. Differentially expressed gene patterns.** (A) Patterns derived from genes upregulated in HSCs after 4weeks of CCl_4_ when compared to HSCs isolated from healthy mice. (B) Patterns derived from genes upregulated in HSCs after 2weeks of recovery from 4weeks of CCl_4_ when compared to HSCs isolated from mice subjected to 4weeks of CCl_4_. (C) HSC genes related to recovery of liver injury were determined by selecting common upregulated genes after 2weeks of recovery from 4weeks of CCl_4_ when compared to both HSCs isolated from healthy mice and mice subjected to 4weeks of CCl_4_. (D) HSC genes related to quiescence, were determined by selecting common upregulated genes in HSC isolated from a healthy liver when compared to both HSCs isolated from mice subjected to 4weeks of CCl_4_ and 2 week recovery from 4weeks of CCl_4_. All gene lists are available in Supplementary Table 1.

Supplementary Figure 2

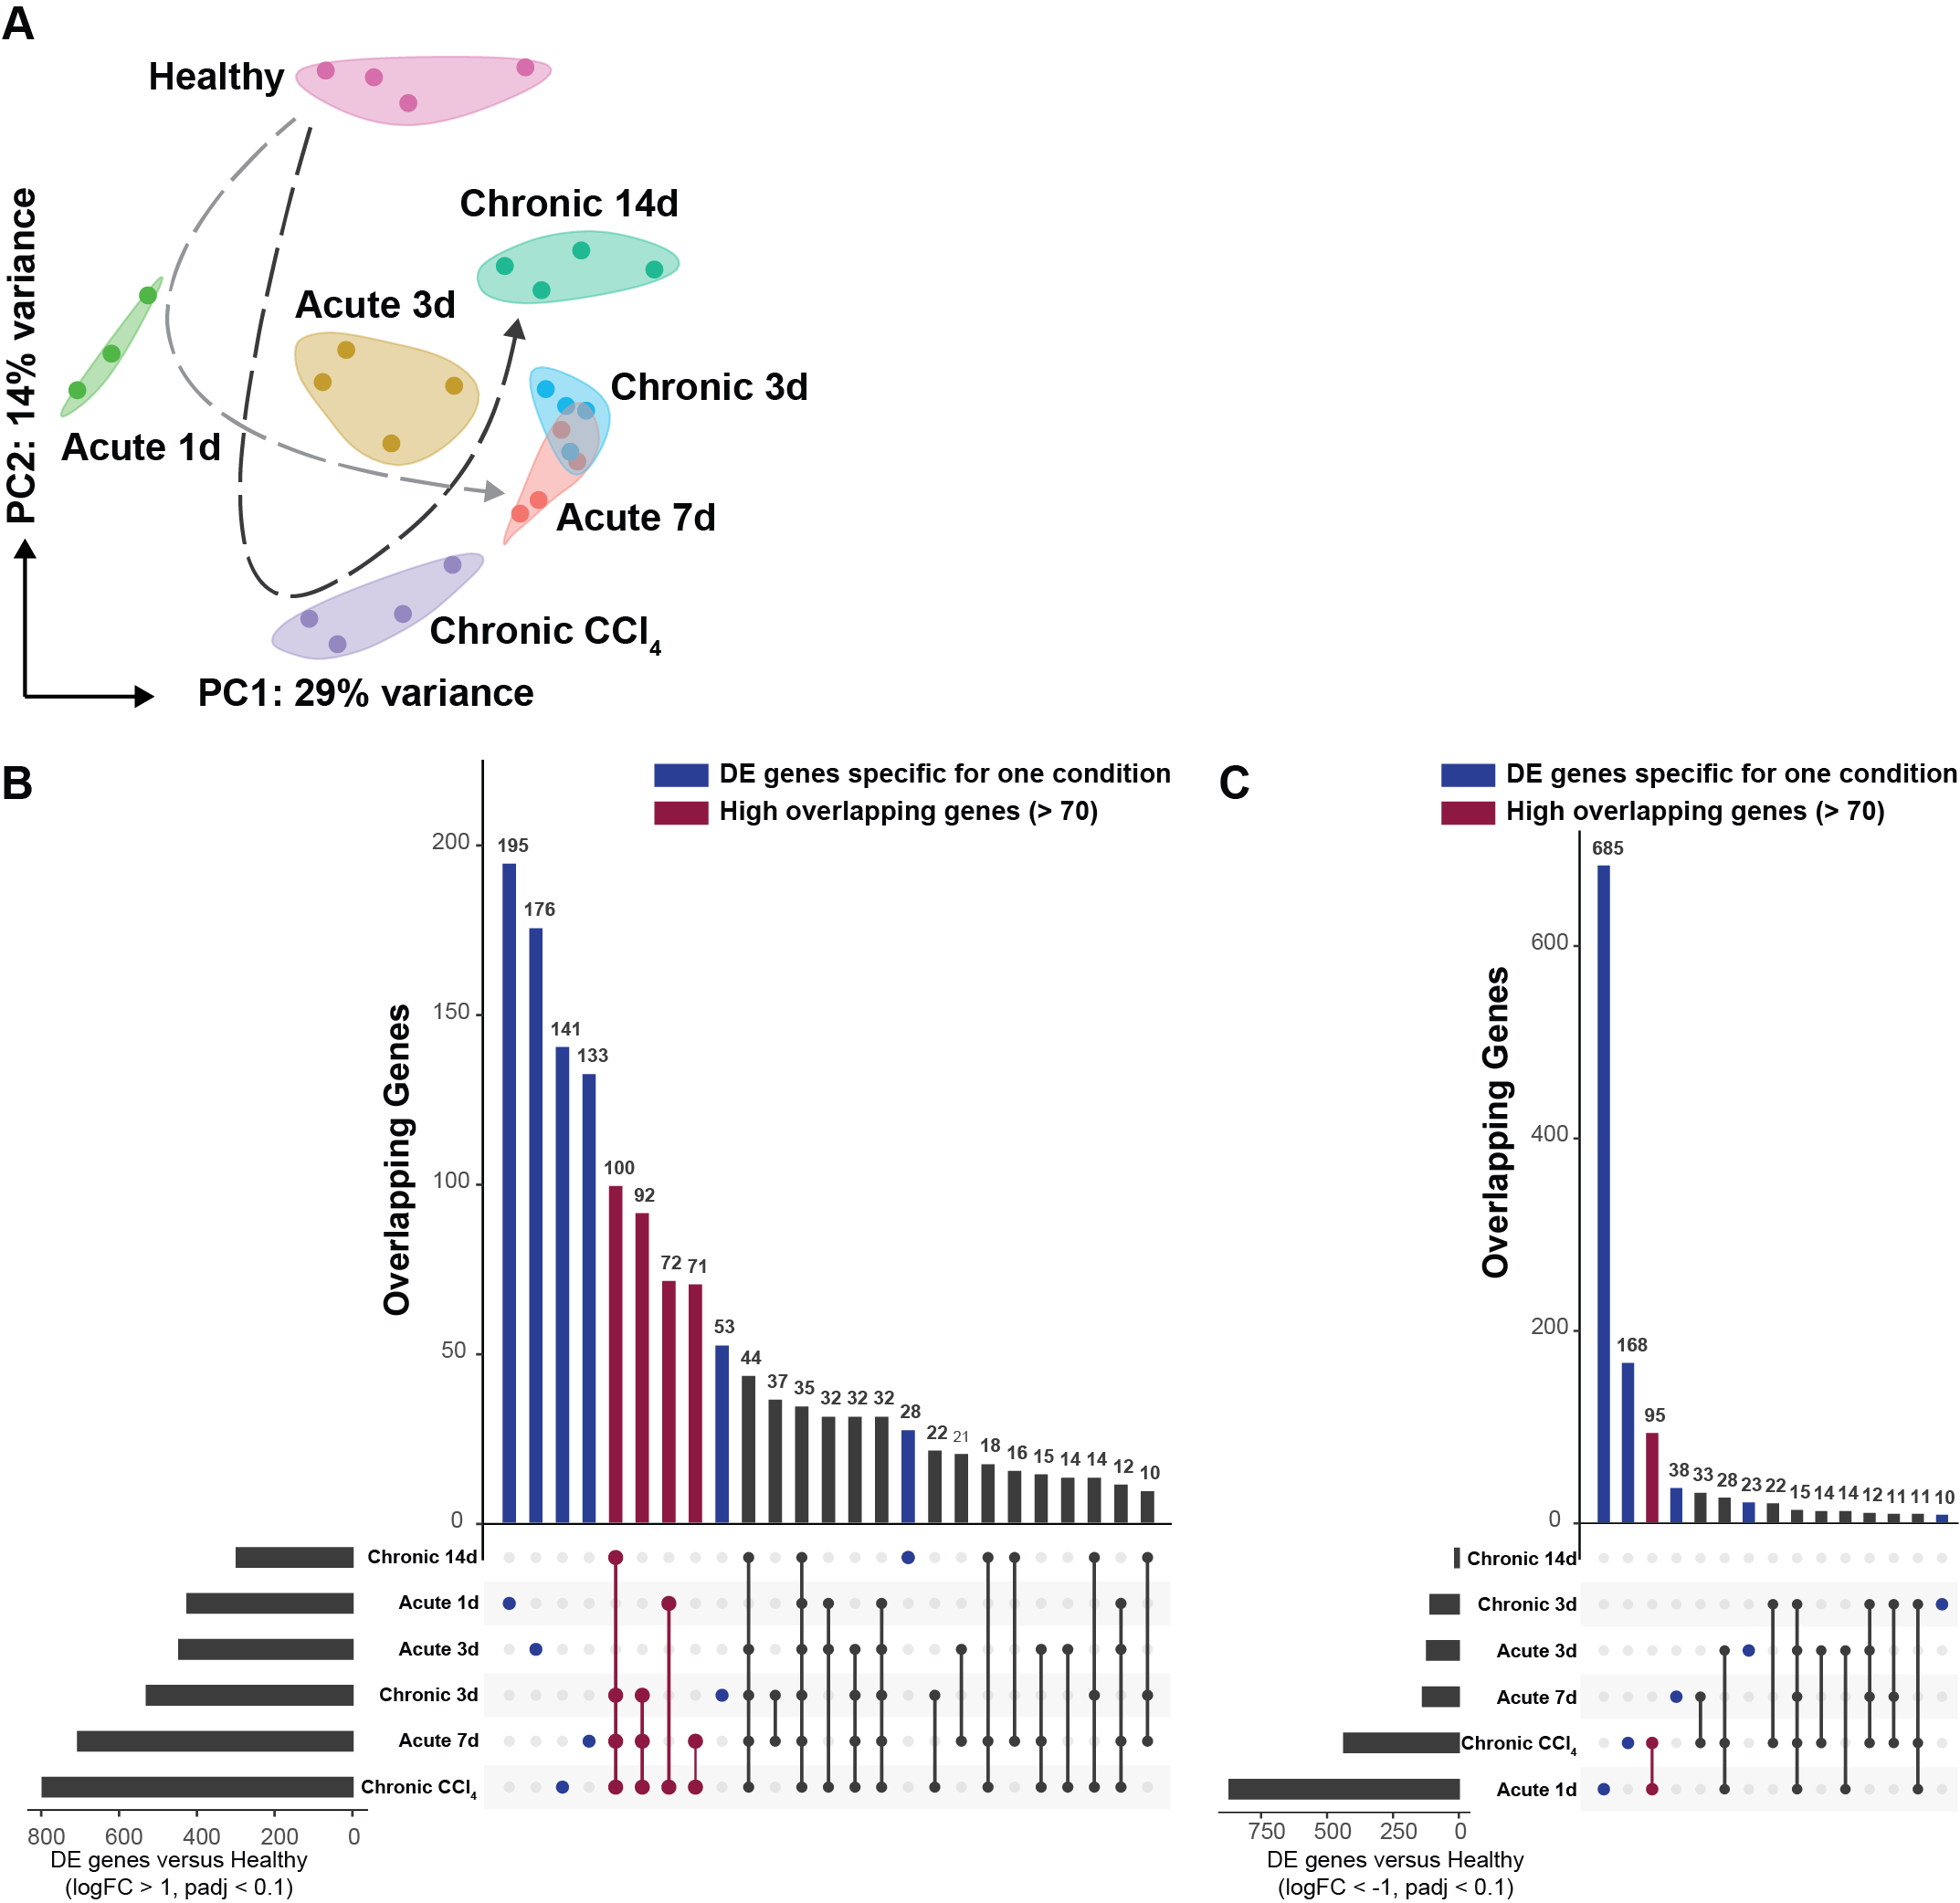

**Supplementary Fig.2. Global transcriptional alterations of HSCs following acute and chronic liver injury.** (A) Principal component analysis reveals distinct transcriptional dysregulation paths in HSCs following either acute (grey arrow) or chronic (black arrow) liver injury. (B-C) Upset plots of positive (B) or negative (C) differentially expressed genes (p < 0.1 and fold change > 2) between acute or chronic injured versus healthy livers. Genes that are enriched in one condition are represented in blue while overlapping genes (> 70 ) in red. Upset plots are created using R package UpSetR.

Supplementary Figure 3

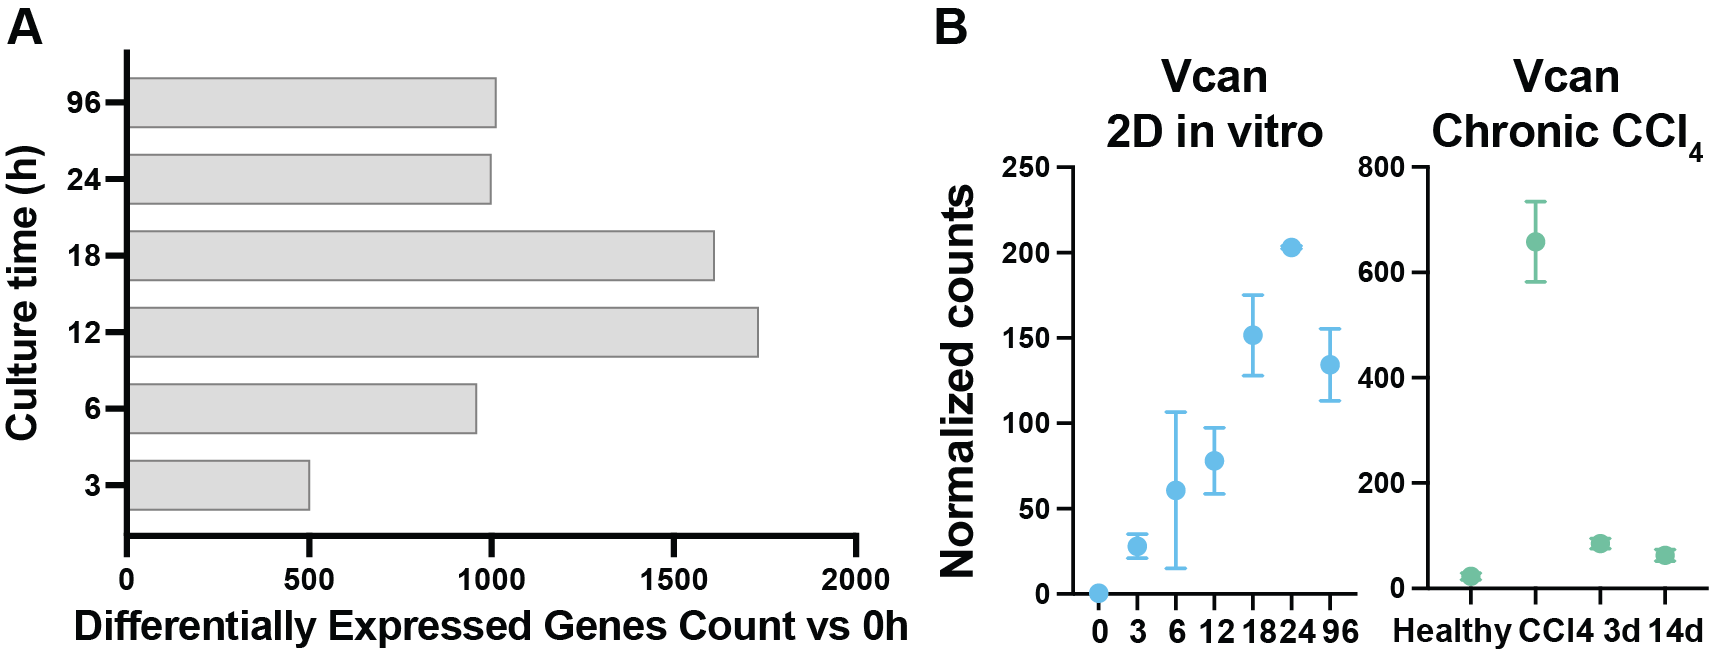

**Supplementary Fig.3. Transcriptional changes during in vitro HSC activation.** (A) Amount of differentially expressed genes in cultured HSCs when compared to freshly isolated HSCs. (B) Gene expression of Vcan as an example of similarities between HSC initiation and perpetuation.

Supplementary Figure 4

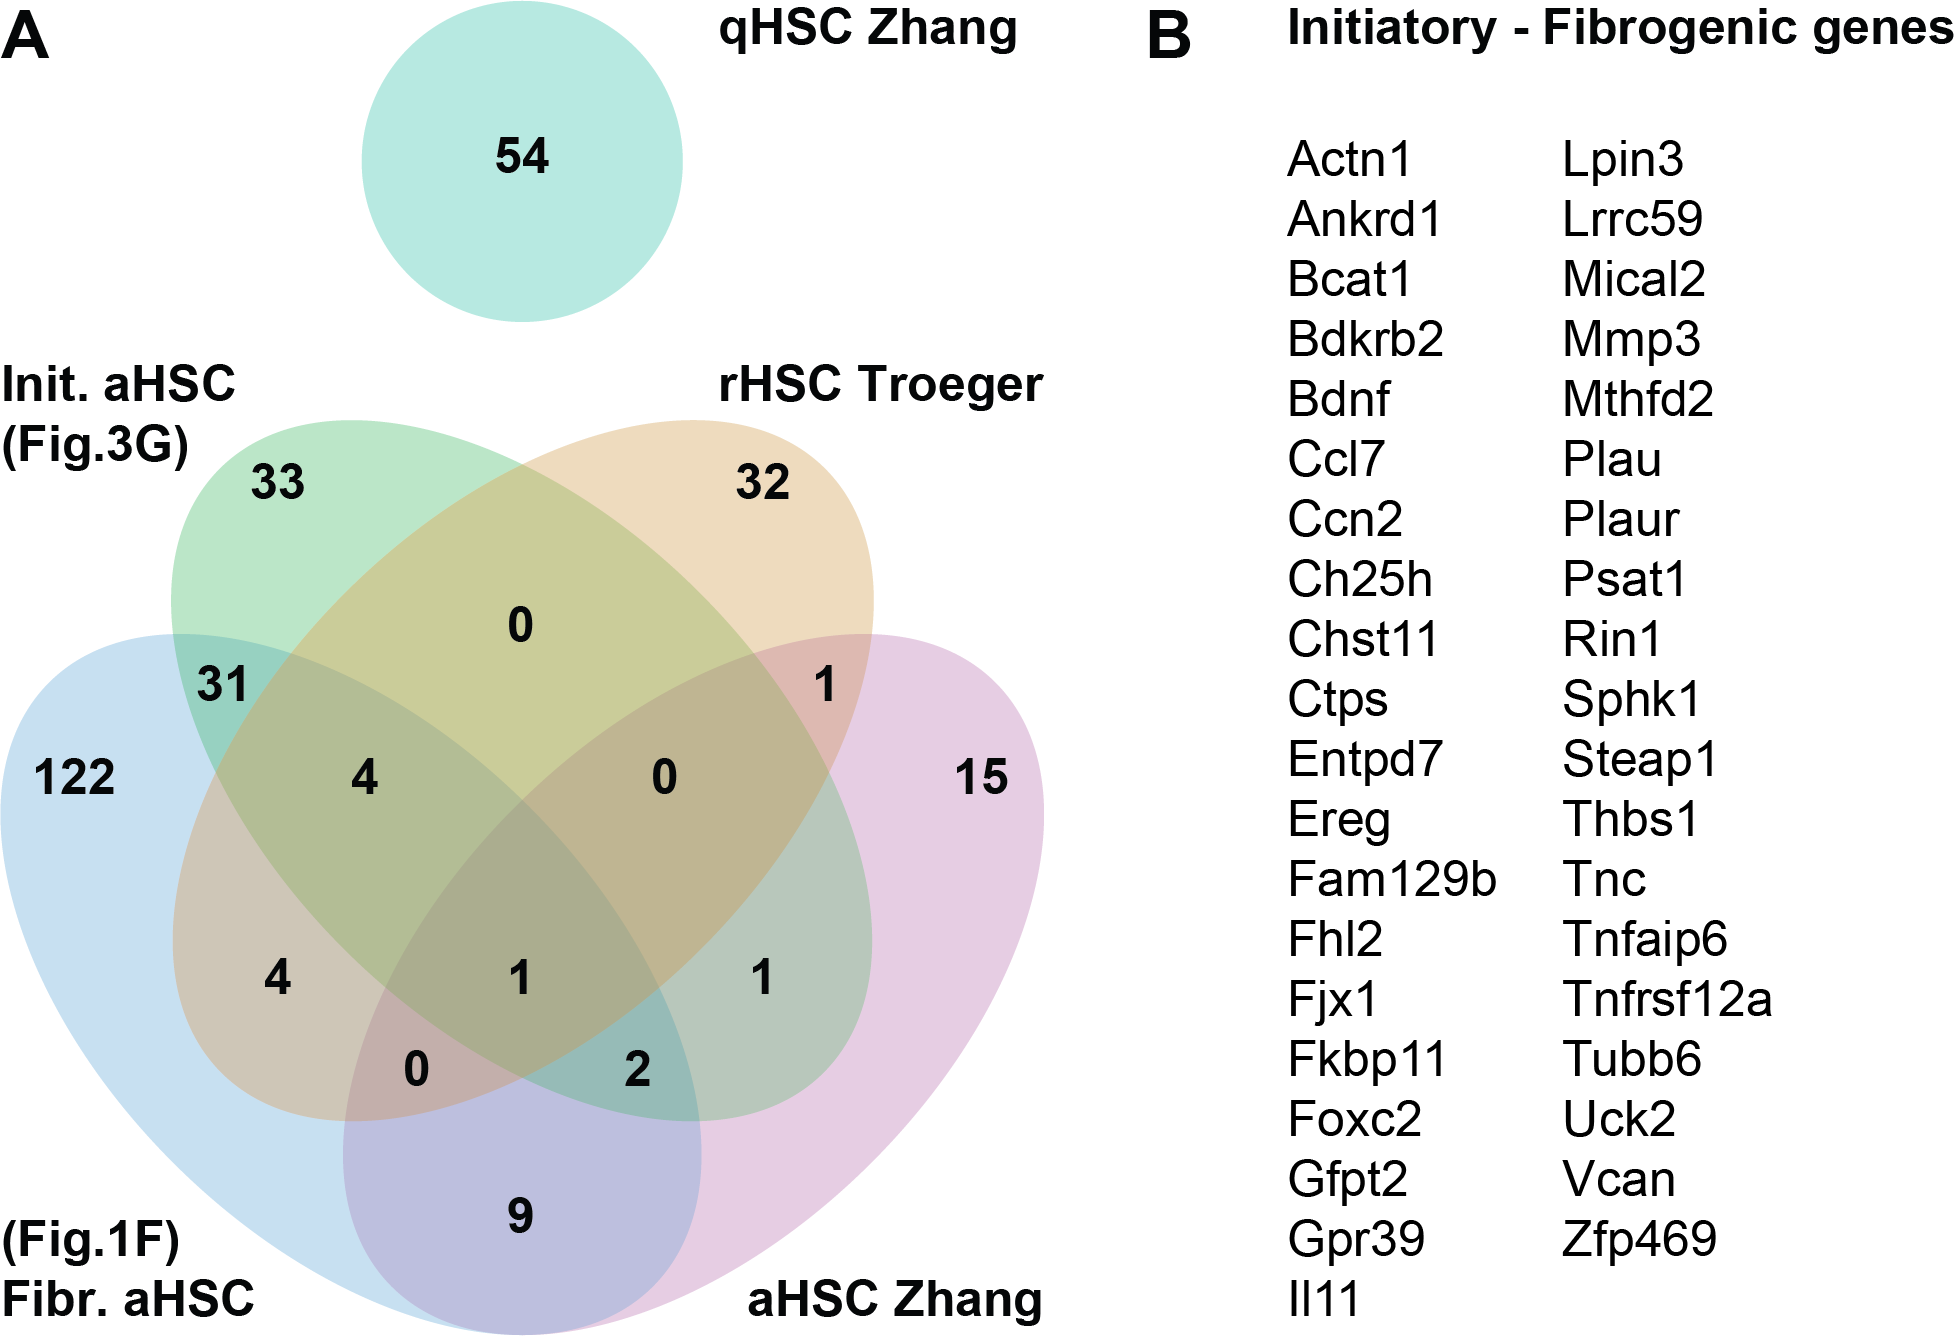

**Supplementary Fig. 4. Overview of selected HSC derived gene sets.** (A) Intersect of selected HSC derived gene sets as shown in Table 1. No genes in the qHSC signature overlap with activated or reverted gene sets. (B) Genes represented in both the initiatory aHSC and fibrogenic aHSC programs.

Supplementary Figure 5

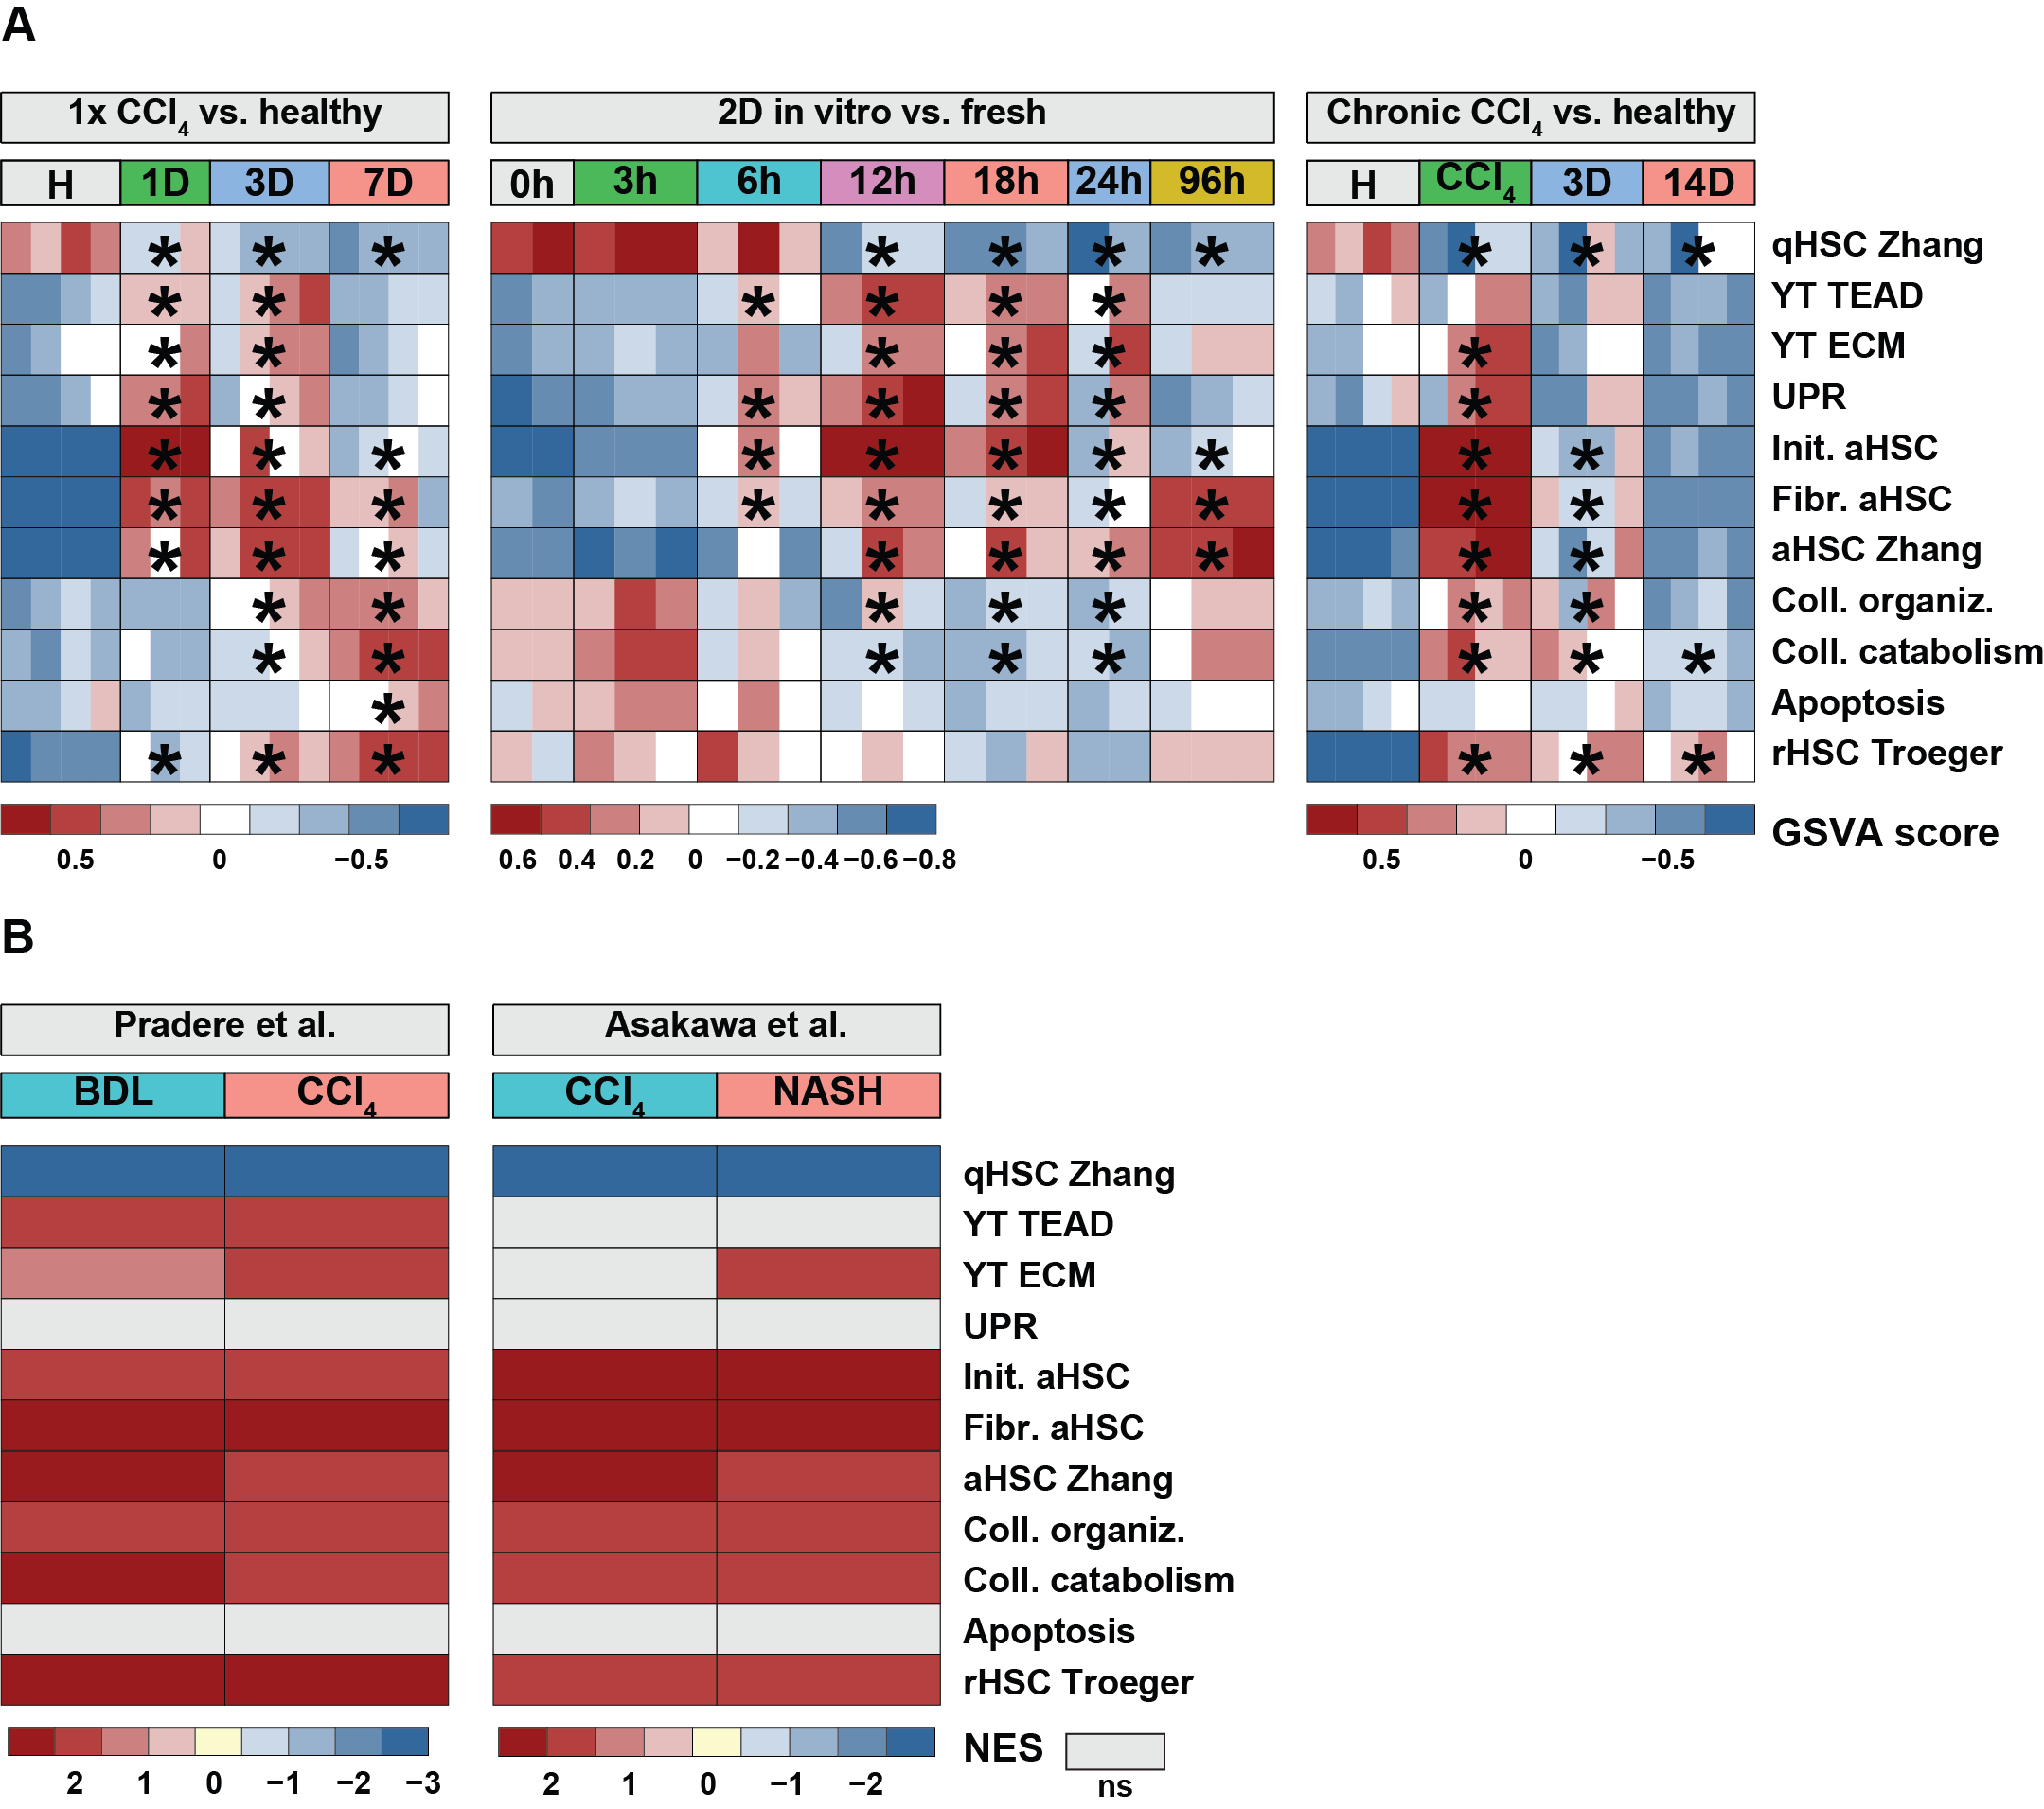

**Supplementary Fig. 5. Gene set variation and enrichment analysis of HSCs in independent models of HSC transcriptional dysregulation.** (A) GSVA on different models of HSC activation using gene sets defined in Table 1 and bulk RNAseq data from this study. Left panel: 1x CCl4. Middle panel: in vitro HSC activation. Right panel: 4 weeks CCl4 and recovery. * fdr < 0.05. (B) Validation of chronic liver injury results by performing GSEA on online available transcriptomic data of experimental liver fibrosis (BDL, NASH and CCl_4_)^1,2^.

**Supplementary Tables**

| **Study** | **Species** | **Transcriptome Platform** | **Data availability** | **Cell Type/Tissue** | **Synopsis** |
| --- | --- | --- | --- | --- | --- |
| Pradere et al,  2013 ^1^ | M | Affymetrix Mouse Genome 430 2.0 Array | GEO GSE34640 | HSC | ﻿C57BL/6 quiescent HSC and activated HSC following hepatotoxic (4 injections CCl_4_) and cholestatic (BDL – 15days) liver injury |
| Asakawa et al,  2019 ^2^ | M | Illumina Genome Analyzer IIx | GEO ﻿GSE134512 | HSC | Col1a2-GFP Tg quiescent HSC and activated HSC following hepatotoxic injury induced by either NASH (﻿MC4R-KO cross + 20wk WD) or CCl_4_ (semiweekly for 8 weeks) |
| Moylan et al,  2014 ^3^ | H | Affymetrix Human Genome U133 Plus 2.0 Array | GEO GSE49541 | Liver | Comparison of liver tissue from NAFLD patients with either F0-F1 (n = 40) or F3-F4 (n = 32) |
| Trepo et al,  2018 ^4^ | H | Affymetrix Human Genome U219 Array | GEO GSE103580 | Liver | Comparison of liver tissue from patients with various stages of ALD: simple steatosis (n = 6), mild acute alcoholic hepatitis (n = 13) and cirrhosis (n = 67) |
| Wang et al,  2018 ^5^ | H | Affymetrix Human Genome U133 Plus 2.0 Array | GEO GSE84044 | Liver | Comparison of liver tissue from patients with chronic HBV infection. For this manuscript, samples were divided into either ﻿Scheuer fibrosis score S0 or S1 (F0-F1 in this manuscript – n = 63) or Scheuer fibrosis score S2, S3 or S4 (F2-F4 in this manuscript – n = 61). |
| Wurmbach et al,  2007 ^6^ | H | Affymetrix Human Genome U133 Plus 2.0 Array | GEO GSE6764 | Liver | Comparison of liver tissue from patients with healthy livers (n = 10) or patients with chronic HCV infection induced cirrhosis: with concurrent HCC (n = 10) or without concurrent HCC (n = 3) |
| Krenkel et al,  2019 ^7^ | M | 10X Chromium - Illumina NextSeq 500 | GEO GSE132662 | HSC | Single cell RNA Sequencing of C57BL/6J quiescent HSC and activated HSC following hepatotoxic (9 injections CCl_4_ over 3 weeks) liver injury |
| Ramachandran et al,  2019 ^8^ | H | 10X Chromium - Illumina HiSeq 4000 | GEO GSE136103 | Epithelia, Immune, Endothelia and Mesenchyme | Single cell RNA Sequencing comparison of liver tissue from patients with healthy livers (n = 5) or patients with cirrhosis originating from NAFLD (n = 2), ALD (n = 2) or PBC (n = 1) |

**Supplementary Table 1. Transcriptome data sets analyzed in this manuscript.** ALD: alcoholic liver disease, BDL: bile duct ligation, CCl_4_: carbon tetrachloride, GEO: Gene Expression Omnibus (ncbi.nlm.nih.gov/geo), H: human, HBV: Hepatitis B virus, HCC: hepatocellular carcinoma, HCV: Hepatitis C virus, HSC: hepatic stellate cell, M: mouse, NAFLD: non-alcoholic fatty liver disease, NASH: non-alcoholic steatohepatitis, PBC: Primary biliary cholangitis, shRNA: short hairpin RNA, WD: western diet.

**Supplementary Table 2:** See file Supplementary Table 2­.xlsx

**Differentially expressed genes in experimental liver fibrosis and recovery**. (A) Genes upregulated in HSCs after 4weeks of CCl_4_ when compared to HSCs isolated from healthy mice. (B) Genes upregulated in HSCs after 2weeks of recovery from 4weeks of CCl_4_ when compared to HSCs isolated from mice subjected to 4weeks of CCl_4_. (C) HSC genes related to recovery of liver injury were determined by selecting common upregulated genes after 2weeks of recovery from 4weeks of CCl_4_ when compared to both HSCs isolated from healthy mice and mice subjected to 4weeks of CCl_4_. (D) HSC genes related to quiescence were determined by selecting common upregulated genes in HSC isolated from a healthy liver when compared to both HSCs isolated from mice subjected to 4weeks of CCl_4_ and 2 week recovery from 4weeks of CCl_4_.

**Supplementary Table 3:** See file Supplementary Table 3.xlsx

**A fibrogenic aHSC program based on the CCl_4_ model of liver fibrosis and reversal.** Differentially expressed genes in HSCs isolated from CCl_4_ treated mice compared to HSCs isolated from both healthy and recovered mice.

**Supplementary Table 4:** See file Supplementary Table 4.xlsx

**Global transcriptional alterations of HSCs following acute and chronic liver injury.** Genes that are enriched in one condition (represented in blue) and overlapping genes (> 70, represented in red) in the Upset plots of Suppl. Fig 2B and C. are listed in this xlsx.

**Supplementary Table 5:** See file Supplementary Table 5.xlsx

**Differentially expressed genes in experimental acute liver injury**. Genes upregulated in HSCs 24 hours after a single injection of CCl_4_ when compared to HSCs isolated from healthy mice.

**Supplementary Table 6:** See file Supplementary Table 6.xlsx

**An in vitro and in vivo conserved initiatory aHSC transcriptional program.** The initiatory aHSC program was generated by intersection “early in vivo” and “early in vitro” genes.

**References to Supplementary Data**

1. Pradere J-P, Kluwe J, De Minicis S, et al. Hepatic macrophages but not dendritic cells contribute to liver fibrosis by promoting the survival of activated hepatic stellate cells in mice. *Hepatology*. 2013;58(4):1461-1473. doi:10.1097/OPX.0b013e3182540562.The

2. Asakawa M, Itoh M, Suganami T, et al. Upregulation of cancer-associated gene expression in activated fibroblasts in a mouse model of non-alcoholic steatohepatitis. *Sci Rep*. 2019;9(1):1-14. doi:10.1038/s41598-019-56039-0

3. Moylan CA, Pang H, Dellinger A, et al. Hepatic Gene Expression Profiles Differentiate Presymptomatic Patients With Mild Versus Severe Nonalcoholic Fatty Liver Disease. *Hepatology*. 2014;59(2):471-482. doi:10.1002/hep.26661

4. Trépo E, Goossens N, Fujiwara N, et al. Combination of Gene Expression Signature and Model for End- stage Liver Disease Score Predicts Survival of Patients With Severe Alcoholic Hepatitis. *Gastroenterology*. 2018;154(4):965-975. doi:10.1053/j.gastro.2017.10.048.Combination

5. Wang M, Gong Q, Zhang J, et al. Characterization of gene expression profiles in HBV-related liver fibrosis patients and identification of ITGBL1 as a key regulator of fibrogenesis. *Sci Rep*. 2017;7(November 2016):1-13. doi:10.1038/srep43446

6. Wurmbach E, Chen YB, Khitrov G, et al. Genome-wide molecular profiles of HCV-induced dysplasia and hepatocellular carcinoma. *Hepatology*. 2007;45(4):938-947. doi:10.1002/hep.21622

7. Krenkel O, Hundertmark J, Ritz TP, Weiskirchen R, Tacke F. Single Cell RNA Sequencing Identifies Subsets of Hepatic Stellate Cells and Myofibroblasts in Liver Fibrosis. *Cells*. 2019;8(5):1-10.

8. Ramachandran P, Dobie R, Wilson-Kanamori JR, et al. Resolving the fibrotic niche of human liver cirrhosis at single-cell level. *Nature*. 2019;575(7783):512-518. doi:10.1038/s41586-019-1631-3

How the deposited data were processed for this re-analysis (not part of the article)

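RNASeq was measured in HSCs sorted from healthy male Balb/c mice by ultraviolet positivity, either without culture (0 h, 2 samples) or after 3, 6, 12, 18 and 96 h (3 samples each) and 24 h (2 samples) on collagen-coated plates. The authors deposited raw counts per gene and sample, whole numbers without normalization. According to the paper, single-end reads were quality-controlled and trimmed, mapped to GRCm38.p6 with STAR, and assembled with StringTie before counting. The tool and annotation release used for counting are not named in the paper's text. The deposited table holds 55487 Ensembl gene identifiers, of which 55141 have a symbol in the reference annotation and 23696 have at least 1 count in the 19 samples. None of its columns was left out. Conditions, repeat numbers and isolation dates were taken from the sample labels.

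Total counts per sample lay between 2073171 and 7690892, with a mean of 4802797. At 0 h, the 2 samples held 2073171 and 4466759 counts. The depth sets the smallest level that can be shown, taken as 3 counts: between 0.39 and 1.45 CPM, depending on the sample. Fold changes against samples that were all at 0 counts are given as lower bounds against this floor. Such bounds allow for counting error only, not for other losses of transcripts.

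Values were computed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and in Python 3.11.15 with gseapy 1.3.1, numpy 2.4.6 and pandas 2.3.3; plots were drawn with matplotlib 3.10.9. Genes were filtered with edgeR's filterByExpr at its defaults, which left 15138, scaled by TMM and tested with the quasi-likelihood F test for each timepoint against 0 h in one fit of all samples without covariates. Genes were called at an adjusted p below 0.1 and a fold change above 2. Timepoints in culture (6 h against 3 h, 12 h against 6 h, 18 h against 12 h and 96 h against 12 h) were compared in separate fits of 3 samples against 3, and the same fits were made for other splits of the 6 samples. Single genes at 96 h against 6 h, 12 h or 24 h were tested in the fit of all samples.

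The gene lists came from Supplementary Tables 2, 3, 5 and 6 of the paper. Preranked GSEA used the signed square root of edgeR's F, gene permutation (10000 permutations for the first estimate of p) and an fdr of 0.1, the threshold the paper states. The camera test was run on voom log2 CPM at an fdr of 0.05. GSVA used a Poisson kernel, as in the paper, on TMM-scaled counts rounded to whole numbers, and the scores were compared with limma at an fdr of 0.05. Principal components were computed on log2 CPM with a prior count of 2 for all genes that passed the filter. Overlaps of gene lists were tested with Fisher's exact test against all genes tested. Marker genes of other liver cells, of HSCs, of immediate early response and of the cell cycle were listed beforehand, and the mean log2 CPM of each list was compared with limma.

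The genes named in the text are those the paper names for the cultures or for the 2 programs, its quiescence markers Gfap, Ntm, Ngfr and Mapt, the collagens of Supplementary Table 3, and the 3 genes that rose most and the 3 that fell most at 12 h. The last 6 were taken among called genes with a mean of at least 50 CPM whose samples at 12 h all lay on the same side of both samples at 0 h: Aars, Ppme1, Supt16, Gdf10, A230050P20Rik and Gm26903. This rule, the tests, the thresholds and the alternatives were set before the data were examined, apart from those stated to be later.

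The alternatives replaced TMM by scaling on library size only, edgeR by DESeq2, and the filter by none. Others added the isolation number as a block or the isolation date as a covariate, fitted only the 2 groups compared, used 2 cultures per timepoint, thinned all samples to 2073171 counts, changed the threshold, changed the ranking or the genes of a program, changed the input or score of GSVA, changed the genes or values of the principal components, and left out single samples. The isolation block comes from the labels. The residuals of same-numbered samples had a mean correlation of 0.014 over 51 pairs, against -0.007 over 103 pairs of different number.

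The steps were tested on simulated data with 200 changed genes. Of these, 126 (63%) were called with the right sign in the fit of all samples, with 7 false calls at 12 h and 0 at 96 h among 14219 genes. In the fit of 3 samples against 3, 117 were called, with 9 false calls. A raised set of 100 genes had an NES of 3.87 and a camera p of 1.58e-13, and an unchanged set a p of 0.95 and 0.86. Genes were simulated independently of each other, so that the effect of correlation between genes on the set tests was not tested.

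The in vivo samples of the paper, the single-cell and human data sets and the published gene sets of Table 1 were not used here.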

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

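Tests on Col1a1 and on genes without counts at 0 h were chosen only after the results were seen, as were the margins by which the tests were read; the tests on the cell cycle genes were chosen before.

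Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) moved in opposite directions within the culture. From 304 ± 202 CPM (SD, n = 2) at 0 h it fell to 75.0 ± 19.9 CPM (SD, n = 3) at 12 h, a log2 fold change of -2.02 (standard error 0.36, adjusted p = 0.00104, edgeR), with 3 of 3 samples below both samples at 0 h. At 96 h it was at 1411 ± 218 CPM (SD, n = 3), a log2 fold change of 2.21 against 0 h (standard error 0.40, adjusted p = 0.0015, edgeR). The difference between 96 h and 12 h was tested itself and was 4.23 (standard error 0.37, adjusted p = 1.75e-06, edgeR). With single samples left out, the log2 fold change at 12 h lay between -2.57 and -1.12 and that at 96 h between 1.65 and 3.13. Unequal depth does not account for the change: with every sample thinned to the smallest total, the log2 fold change from 12 h to 96 h was 4.20. A few genes taking most of the counts does not account for it either, since the 10 top genes held at most 9.69% of the counts at 12 h, and the shares at 12 h and 96 h overlap. Growth of bile duct or mesothelial cells was looked for in 8 marker genes. The 2 that were tested changed by -0.52 on the log2 scale from 12 h to 96 h, and the other 6 had no counts at 12 h or 96 h, which goes against such growth. Other collagen-producing cells have no marker list here and are not ruled out. A candidate explanation that the design offers is the time in culture, with collagen expression regained as the cells turn into myofibroblasts.

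Genes of the cell cycle were higher at 96 h, a signal in genes that the paper does not discuss in the cultures. The mean of the 9 listed genes that were tested rose by 5.06 on the log2 scale (standard error 0.40, fdr = 2.69e-08, limma), and 3 of 3 samples at 96 h lay above both samples at 0 h. At 24 h the difference was 0.035 (fdr = 0.938, limma). Reactome's cell cycle set of 366 genes had an NES of 1.61 at 18 h (fdr = 0.000105, fgsea gene permutation), 1.91 at 24 h (fdr = 5.74e-09) and 2.14 at 96 h (fdr = 1.08e-13), after 1.35 at 6 h (fdr = 0.0251) and 1.39 at 12 h (fdr = 0.0161), so that the rise was not confined to 96 h by that measure. Allowing for correlation between genes, limma's camera gave this set an fdr of 0.511 at 6 h, 0.454 at 12 h, 0.25 at 18 h, 0.172 at 24 h and 0.0921 at 96 h, all above 0.05. Depth does not account for the rise, which was 4.09 on the log2 scale after every sample was thinned to the smallest total. Growth of macrophages or endothelial cells does not account for it either: the markers of both fell, and the smaller fall was -3.92. Proliferation of the cultured HSCs by 96 h is consistent with these values and remains a hypothesis. The 2 tested marker genes of bile duct and mesothelial cells differed from 0 h by -2.59 on the log2 scale (fdr = 0.0172, limma), and the other 6 listed had no counts at 96 h, which goes against growth of such cells.

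Ppme1, Jdp2 and Supt16 had no counts in either sample at 0 h and at least 20 CPM in all 17 cultured samples, with a lowest culture value of 154.6 CPM for Ppme1, 20.8 CPM for Jdp2 and 62.3 CPM for Supt16. Jdp2 lies outside the rule for named genes and was singled out after its values were seen. Relative to the floor at 0 h, Ppme1 was at least 140-fold higher at 12 h and Supt16 at least 110-fold higher. Among the 3054 genes at this level in all cultures, 26 had no counts in one of the samples at 0 h and 30 had none in the other. If these zeros were independent, 0.255 genes would have none in both, against the 3 found. Zeros that single libraries show by chance therefore do not account for all of them. Both libraries at 0 h may however share losses of the same genes, which the deposited counts cannot separate from transcription starting within 3 h of culture. No other test of a biological explanation was possible.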

How the results depend on the processing

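No test in this part was chosen after its result was seen except DESeq2's variance-stabilized values of the 500 most variable genes, which were added after seeing the data. In all, 121 results were recomputed. The direction of each score of the 2 programs, and of each called change of a named gene, was the same under the alternatives run for it. The cause of the changes below was not tested.

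With DESeq2 in place of edgeR, 1603 genes were called at 3 h (844 with edgeR), 2667 at 6 h (1715) and 2337 at 24 h (1440). It also called 1661 genes from 3 h to 6 h (916), 751 from 6 h to 12 h (200) and 242 from 12 h to 18 h (7). Without a test, a fold change above 2 and a mean of at least 10 CPM held for 3024, 4077, 4502, 4183, 3854 and 3720 genes at 3, 6, 12, 18, 24 and 96 h, respectively, against 844, 1715, 2680, 2400, 1440 and 1644 calls. From 12 h to 18 h, the fit of all 19 samples called 34 genes against 7. The cause was not tested.

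With the isolation number as a block, calls fell to 541 from 3 h to 6 h, 30 from 6 h to 12 h, 0 from 12 h to 18 h (639 genes at an unadjusted p below 0.05) and 1552 from 12 h to 96 h. The block left the other counts and scores within the margins: 1682 calls at 6 h, 2530 at 12 h, 864 genes higher at both, and a NES of 2.76 for the fibrogenic program at 6 h. Under the block, the log2 fold change of Klf6 at 96 h (0.026 against -0.084) and of Acta2 at 12 h (0.096 against -0.014) reversed; both were near 0 and not called. Calls changed as well: Col1a1 at 6 h was no longer called under the block (log2 fold change -0.91, adjusted p = 0.105, edgeR) and Ngfr at 6 h was (-1.20, adjusted p = 0.0646, edgeR). With the block removed before PC analysis, the first component held 22.2% and timepoints 59.1% of the sum of squares. The cause was not tested.

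Scaling changes the balance of directions. Relative to TMM, scaling by library size shifted the median log2 fold change of all genes by up to 0.27 (24 h), and DESeq2 by up to -0.23 (18 h). The share of higher calls at 3 h was 75.1% with TMM and 63.3% with DESeq2. At 6 h it was 61.6% against 47.4% with DESeq2, at 12 h 48.6% against 52.7% by library size and 52.8% with 2 cultures per timepoint, at 18 h 48.2% against 58.2% by library size and 50.6% with the block, at 96 h 53.6% against 61.6% by library size, and at 24 h 59.4% against 47.5% with DESeq2, 71.5% by library size and 40.9% when only 2 groups were fitted. With library size only, Klf6 at 96 h (0.071) and Acta2 at 12 h (0.059) reversed, and with DESeq2 Acta2 at 6 h (-0.088). None of these was called. The cause was not tested.

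Leaving genes out of the fibrogenic program weakened camera's test at several timepoints. Without the 39 genes shared with the initiatory program, its fdr was 0.0799 at 3 h, 0.0641 at 6 h and 0.0641 at 18 h; these genes had been selected for upregulation at 6 h and 12 h in these cultures. Without the genes of Supplementary Table 5 it was 0.143 at 3 h, 0.132 at 6 h, 0.101 at 12 h, 0.243 at 18 h and 0.0651 at 24 h. The GSVA difference at 18 h was then 0.065 (fdr = 0.494, limma). GSVA on counts as deposited gave 0.169 at 3 h (fdr = 0.0693, limma). The cause was not tested.

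In PC analysis, the 500 most variable genes gave the first component 32.8% and timepoints 63.6% of the sum of squares. DESeq2's variance-stabilized values gave 31.1% and 20.2% for the first and second components and 69.1% for timepoints. The alternative added after seeing the data gave 54.0%, 21.3% and 87.0%. With the samples of one isolation left out in turn, the shares lay between 21.9% and 24.2%, 15.4% and 19.1%, and 65.0% and 70.0%, respectively. The cause was not tested.

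Across fits that each left out one sample, calls lay between 324 and 960 from 3 h to 6 h, 38 and 143 from 6 h to 12 h, and 0 and 2 from 12 h to 18 h, where 633 to 833 genes had an unadjusted p below 0.05. The NES of the fibrogenic program lay between 2.02 and 2.53 at 3 h, 2.49 and 2.82 at 6 h, 2.56 and 2.91 at 12 h, 2.52 and 2.90 at 18 h, 2.46 and 2.73 at 24 h, and 2.81 and 3.10 at 96 h. That of the initiatory program lay between 2.53 and 2.85 at 3 h, 2.96 and 3.28 at 6 h, 2.99 and 3.26 at 12 h, 3.09 and 3.33 at 18 h, 2.94 and 3.05 at 24 h, and 3.01 and 3.17 at 96 h. The GSVA differences lay between 0.20 and 0.263 (fibrogenic) and 0.215 and 0.292 (initiatory) at 3 h, and between 0.432 and 0.493 (fibrogenic) at 24 h. At 3 h, 3 of these fits were no longer past the fdr threshold. Log2 fold changes reversed for Klf6 at 96 h (-0.35 to 0.091), Ankrd1 at 3 h (-1.31 to 1.59), Lox at 3 h (-0.16 to 1.04), 6 h (-1.05 to 0.63; 0.10 and 0.32 without 1 sample at 6 h), 18 h (-0.30 to 1.06) and 24 h (-0.13 to 1.15), and Acta2 at 6 h (-0.42 to 0.97; -0.036 without replicate 3) and 12 h (-0.56 to 0.83; 0.064 and 0.075 without 1 sample at 12 h), none of them called. The cause was not tested. Numbers of calls were not computed without a sample at 0 h or 24 h, since a single sample would remain.

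Other calls of named genes were lost when a sample of the culture timepoint was left out, in 9 fits: Lox at 96 h (adjusted p = 0.117 and 0.156, edgeR), Vcan at 3 h (0.11 in 2 fits), Col1a1 at 6 h (0.162, 0.121 and 0.147), Timp1 at 96 h (0.12) and Loxl2 at 12 h (log2 fold change 0.98). In 1 fit Ngfr was called at 6 h (0.0459). Where 1 sample remained at 0 h, 39 fits moved by more than the replicate SD; they cover Ankrd1 at all 6 timepoints, Acta2 and Col1a1 at 6, 12 and 96 h, Ccn2, Plaur and Loxl2 at 6 and 12 h, and Ntm at 3, 6 and 12 h. Under the other alternatives, calls were lost for Lox at 96 h without the filter (0.121), for Vcan at 3 h and 6 h (0.14 and 0.244) and Col1a1 at 6 h (0.251) when only 2 groups were fitted, and for Loxl2 at 12 h with DESeq2 (log2 fold change 0.91). With DESeq2, Ngfr at 6 h (0.0733) and Mapt at 3 h (0.0562) were called. Depth limits genes near the floor: Vcan, with no counts at 0 h, can only be given as a lower bound.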

Differences from the paper's values

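Alternatives are those set before the data were examined unless stated otherwise. The principal components of DESeq2's variance-stabilized values of the 500 most variable genes were chosen after seeing the values. For numbers of genes and shares of variance, a gap is called closed where the value lay within 1.5 times the paper's, so that a clear difference can remain. For the NES, the limit was the SD of the fits that each left out one sample. The paper's text states no threshold for calls in the cultures, so that the numbers of genes may rest on unlike thresholds.

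The number of genes called at 3 h was 844, against the paper's about 500 in Supplementary Fig. 3A, read by eye. No filter on low counts (698), 2 cultures per timepoint (606), an adjusted p below 0.05 with a fold change above 2 (638) and an adjusted p below 0.05 with any fold change (675) gave numbers within 1.5 times the paper's. DESeq2 (1603), library size only (825), the isolation block (801), the isolation date (830), only the 2 groups compared (1027), thinning (926), an adjusted p below 0.1 with any fold change (937) and no test (3024) did not.

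At 6 h, 1715 genes were called, against the paper's about 960 in Supplementary Fig. 3A, read by eye. The gap closed with 2 cultures per timepoint (1286) and with an adjusted p below 0.05, with a fold change above 2 (1337) or any fold change (1428). It did not with DESeq2 (2667), library size only (1779), no filter (1502), the block (1682), the date (1733), only the 2 groups (1568), thinning (1985), an adjusted p below 0.1 with any fold change (1906) or no test (4077).

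At 12 h, 2680 genes were called, against the paper's about 1700 in Supplementary Fig. 3A, read by eye. No filter (2343), the block (2530), 2 cultures per timepoint (2024) and an adjusted p below 0.05, with a fold change above 2 (1994) or any fold change (2117), closed the gap. DESeq2 (3486), library size only (2740), the date (2571), only the 2 groups (2671), thinning (2894), an adjusted p below 0.1 with any fold change (2931) and no test (4502) did not.

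At 96 h, 1644 genes were called, against the paper's about 1000 in Supplementary Fig. 3A, read by eye. No filter (1444), 2 cultures per timepoint (1271) and an adjusted p below 0.05, with a fold change above 2 (1237) or any fold change (1324), closed the gap. DESeq2 (2460), library size only (1721), the block (1519), the date (1585), only the 2 groups (2298), thinning (1842), an adjusted p below 0.1 with any fold change (1821) and no test (3720) did not.

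Genes higher at both 6 h and 12 h numbered 890, against the paper's about 460 in Fig. 3G, read by eye. Fitting only the 2 groups compared (685) brought the number within 1.5 times the paper's. DESeq2 (1035), library size only (980), no filter (749), the block (864), the date (878), 2 cultures per timepoint (694), thinning (917), an adjusted p below 0.05 with a fold change above 2 (732) or any fold change (797) and an adjusted p below 0.1 with any fold change (1028) did not.

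The NES of the fibrogenic program at 6 h was 2.78, against the paper's about 2.3 in Fig. 3E, read by eye. Ranking by log2 fold change (2.39) closed the gap. Ranking by signal-to-noise (2.77) or by DESeq2's Wald statistic (2.44), the block (2.76), no filter (2.75), and the program without the 39 shared genes (1.98) or without the genes of Supplementary Table 5 (1.76) did not.

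The first principal component held 20.1% of the variance, against the paper's about 37% in Fig. 3C, read by eye. The 500 most variable genes (32.8%) and DESeq2's variance-stabilized values (31.1%) closed the gap, and removing the block (22.2%) did not. Variance-stabilized values of the 500 most variable genes, an alternative chosen after seeing the values, gave 54.0%, within 1.5 times the paper's value.

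The paper states that a small part of the genes upregulated 24 h after CCl4 are fibrogenic genes. Its supplementary lists share 106 genes, 25.0% of that list and 61.3% of the fibrogenic program. The paper places the strongest upregulation of Klf6 and Ankrd1 at 6 h and 12 h. Ankrd1 was higher at 18 h (3509 CPM, log2 fold change 6.78) than at 6 h (755 CPM, log2 fold change 4.56). The paper lists 6 genes in the initiatory program that were not called at both 6 h and 12 h. DESeq2 called 69 of the 72 at both timepoints, Plau, Lpin3 and Fmo2 among them, and with 2 cultures per timepoint Lpin3 was called.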

Other observations

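Tests on Col1a1 and Col1a2, on zeros, on the number of genes detected, on Fos and on the correlation between quiescence genes were chosen only after the results were seen, as were the margins of the tests. The others were chosen before.

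More genes were called at 12 h and 18 h than at 24 h, where only 2 samples were available. With 2 cultures per timepoint, the smaller of the counts at 12 h and 18 h was still 1.44 times that at 24 h, and with all samples thinned to the smallest total it was 1.63 times. Neither the number of samples nor the depth alone therefore accounts for the difference in full, but they were not made equal together. The gap was smaller in other settings. When only the 2 groups compared were fitted, 2671 genes were called at 12 h, 2197 at 18 h and 1802 at 24 h. Without a test, the numbers were 4502, 4183 and 3854. A change with time in culture remains a candidate explanation.

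For genes changed between culture timepoints, the 6 samples were split in other ways. Of the 4 splits that part all same-numbered pairs, only 1, the real split, gave as many calls for 6 h against 3 h (916), for 12 h against 6 h (200), for 18 h against 12 h (7) and for 96 h against 12 h (2368). The largest other number was 0, 0, 2 and 0, respectively. The other 6 of the 10 splits part fewer such pairs and gave 0 calls. No other grouping of the samples thus gave as many calls, although a share of 1 in 4 splits is the smallest that the design can give and does not reach 0.05.

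Explanations other than time in culture were tested for the enrichment of the fibrogenic program at 6 h. Without the genes of the list from 24 h after CCl4, the NES was 1.76 and still past the fdr threshold, so that this overlap does not explain all of it. Correlation between the genes does not remove it in the whole program (camera p = 0.00116), although camera's p was 0.11 without the genes of that list and 0.055 without those shared with the initiatory program, which had been selected on these cultures. The mean log2 fold change was 2.59, against -0.38 to 0.57 for the central range of 10000 lists of genes matched in expression. This mean includes the 39 genes shared with the initiatory program, which the paper selected on these cultures for that program. The fibrogenic program itself was defined in vivo. At 6 h the other 103 genes had a median log2 fold change of 0.46, with 22 called higher and 3 lower. They were not compared with matched lists on their own. The enrichment may reflect an early start of the program and was weaker without the genes of the in vivo early list.

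Markers of macrophages and hepatocytes fell in culture. At 12 h the mean log2 difference from 0 h was -5.31 for macrophages (fdr = 5.5e-09, limma), -5.42 for hepatocytes (fdr = 0.000327, limma) and -1.12 for endothelial cells (standard error 1.23, fdr = 0.456, limma). All 3 samples lay below both samples at 0 h for the first 2 lists, and 2 of 3 for the last. Loss of RNA from other cells may thus contribute to the genes called lower, and the endothelial test, whose model leaves out the isolation, did not pass the threshold. Within isolations 2 and 3 the mean of the endothelial markers went from 5.22 to 2.00 and from 4.37 to 3.31 log2 CPM between 0 h and 12 h, while isolation 1, at 5.74 log2 CPM at 12 h, has no sample at 0 h. Earlier, the endothelial markers were higher than at 0 h, by 1.44 at 3 h (fdr = 0.349, limma) with 3 of 3 samples above both samples at 0 h, and the 3 lymphocyte markers tested by 0.23 at 3 h and 0.81 at 6 h (fdr = 0.827 and 0.451, limma), none past the threshold. HSC markers fell as well, with a difference of -3.72 (fdr = 7.57e-08, limma). The other scalings moved the median of all genes by at most 0.27, less than each of these falls. The 3 genes of the rule that fell most at 12 h, Gdf10, A230050P20Rik and Gm26903, had no counts there. Against the 3-count floor they were at least 555-fold, 662-fold and 813-fold lower than at 0 h, and all 3 were counted again at 96 h. Among the genes that rose most, Aars was at least 538-fold higher at 12 h than the floor at 0 h. These bounds allow for counting error only. At 6 h, replicate 3 had no counts of A230050P20Rik or Gm26903, against 852 and 620 counts in replicate 1 and 1154 and 676 in replicate 2. Losses of transcripts in single libraries are therefore not excluded as a source of such zeros.

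Col1a1 and Col1a2 fell from 0 h to 12 h, by log2 fold changes of -2.02 and -3.35 (adjusted p = 0.00104 and 1.24e-05, edgeR). The smallest fall of both under library size scaling or DESeq2 was -1.94, still past the threshold, so that scaling does not account for it. The 2 marker genes of bile duct and mesothelial cells that were tested, of 8 listed, differed by -2.08. They were low at 0 h already (Sox9 at 9.91 and Krt18 at 2.01 CPM) and the other 6 had no counts there, against 304 CPM of Col1a1 and 631 CPM of Col1a2, which goes against a loss of such cells as the cause. Col4a1 rose (log2 fold change 1.68, adjusted p = 1.05e-05, edgeR). In Reactome's collagen formation, the NES was -1.80 at 12 h (fdr = 0.00894, fgsea gene permutation; p = 0.0699, limma's camera) and 1.49 at 96 h (fdr = 0.0438, fgsea gene permutation; p = 0.992, limma's camera). The unfolded protein response had an NES of 1.71 at 6 h (fdr = 0.0239, fgsea gene permutation; p = 0.0583, limma's camera). In all, 90 genes were called in both directions during culture, 3 of them fibrogenic: Col1a1 and Tpm2, lower first, and Adamts4, higher first.

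The 657 tested quiescence genes of Supplementary Table 2D fell at 6 h, with an NES of -2.22 and a GSVA difference of -0.293 (fdr = 4.33e-05, limma); at 3 h the NES was -1.30 (fdr = 0.000305, fgsea gene permutation; p = 0.108, limma's camera) and the GSVA difference was -0.063 (fdr = 0.298, limma), with 3 of 3 samples below both samples at 0 h. At 12 h the GSVA difference was -0.733 (fdr = 1.83e-12, limma). Camera's p at 6 h was 0.0044, so that correlation between the genes does not account for the fall. Macrophage markers differed from 0 h by -4.88 at 6 h. The quiescence list however holds 0 of the listed markers of other liver cells and 4 of the 10 HSC markers, whose mean differed by -1.85 at 6 h (fdr = 0.000139, limma). These values go against a loss of other liver cells as the only explanation, but a contribution is not excluded. Whether the change at 3 h differs from those of the initiatory and fibrogenic programs was not tested.

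Fos was highest at 0 h, at 2287 and 3189 CPM, and lay between 247 and 327 CPM at 3 h. Of the 10 immediate early genes listed, Fosb, Jun, Junb, Ier2 and Dusp1 were also highest at 0 h on average. The mean of the list differed from 0 h by -0.32 on the log2 scale at 3 h (fdr = 0.459, limma), -1.45 at 6 h (fdr = 0.00326, limma), -2.32 at 12 h (fdr = 5.73e-05, limma) and -4.90 at 96 h (fdr = 1.59e-08, limma). The other 4 genes peaked in culture: Hspa1a was called higher at 3 h (log2 fold change 2.80, adjusted p = 0.0975, edgeR), whereas Atf3 and Hspa1b at 3 h and Egr1 at 6 h were not called (adjusted p = 0.319, 0.168 and 0.823, edgeR). The explanations below were tested on Fos alone; the pattern was first named for immediate early genes in general and was narrowed to Fos after these values were seen. After thinning, the lower sample at 0 h still held 7.45 times the Fos of the highest culture, so that depth does not account for its level. Perfusion, digestion and sorting could have induced Fos before 0 h; with 2287 CPM in the lower sample and no undigested liver among the samples, this cannot be told apart from expression in the liver.

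Many genes were counted often in 1 replicate and not at all in the other 2 of the same timepoint: 4784 cases of at least 20 counts against 0, where Poisson sampling gave 0. Another 1094 cases had no counts in 1 replicate and at least 20 CPM in the other 2. Counting noise alone does not give such cases, but the replicates come from separate isolations and the biological coefficient of variation was 1.06, so that an excess over Poisson sampling was bound to appear. Genes with such a zero overlapped another counted gene in 40.4% of cases, as often as other genes (40.3%). Differences between isolations and losses of transcripts before amplification are candidate explanations, which the deposited counts cannot separate.

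Replicate 2 at 6 h had the most genes detected, 15189 against 14467 in the next sample. After thinning to the smallest total the numbers were 13894 and 13889, so that most of the lead came with the depth. Within 6 h it still had more genes detected than the others (11234 and 10360 after thinning). Markers of other cells do not point one way: its macrophage markers, at a mean of 1.11 log2 CPM, were above the other samples at 6 h (0.26 and 0.00), its hepatocyte markers were the lowest (2.36 against 2.44 and 3.82), and its endothelial markers (4.37) lay between theirs (6.17 and 2.99). Whether it holds more RNA from other cells was therefore not settled, and no biological explanation was tested.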
